# The histone variant macroH2A1.1 regulates RNA polymerase II-paused genes within defined chromatin interaction landscapes

**DOI:** 10.1242/jcs.259456

**Published:** 2022-04-11

**Authors:** Ludmila Recoules, Alexandre Heurteau, Flavien Raynal, Nezih Karasu, Fatima Moutahir, Fabienne Bejjani, Isabelle Jariel-Encontre, Olivier Cuvier, Thomas Sexton, Anne-Claire Lavigne, Kerstin Bystricky

**Keywords:** Histone variants, RNA polymerase II-paused genes, Gene expression, Chromatin structure, Cellular migration, Breast cancer

## Abstract

The histone variant macroH2A1.1 plays a role in cancer development and metastasis. To determine the underlying molecular mechanisms, we mapped the genome-wide localization of endogenous macroH2A1.1 in the human breast cancer cell line MDA-MB-231. We demonstrate that macroH2A1.1 specifically binds to active promoters and enhancers in addition to facultative heterochromatin. Selective knock down of macroH2A1.1 deregulates the expression of hundreds of highly active genes. Depending on the chromatin landscape, macroH2A1.1 acts through two distinct molecular mechanisms. The first mitigates excessive transcription by binding over domains including the promoter and the gene body. The second stimulates expression of RNA polymerase II (Pol II)-paused genes, including genes regulating mammary tumor cell migration. In contrast to the first mechanism, macroH2A1.1 specifically associates with the transcription start site of Pol II-paused genes. These processes occur in a predefined local 3D genome landscape, but do not require rewiring of enhancer-promoter contacts. We thus propose that macroH2A1.1 serves as a transcriptional modulator with a potential role in assisting the conversion of promoter-locked Pol II into a productive, elongating Pol II.

## Abstract (precis)

**Summary:** Histone variant macroH2A1.1 binding to the TSS of genes dependent on Pol II pausing stimulates transcription by promoting Pol II release in a human triple-negative breast cancer cell model.

## INTRODUCTION

Histone post-translational modifications, DNA-binding factors and architectural proteins regulate genome organization and dynamics (Luger et al., 2012; Venkatesh and Workman, 2015). In addition, histone variants replace canonical histones in a locus-specific manner, which endows chromatin with properties required to fine-tune DNA accessibility and functions (Buschbeck and Hake, 2017).

Among the histone variants, macroH2A1 (mH2A1), a vertebrate-specific (Pehrson and Fuji, 1998; Rivera-Casas et al., 2016) histone H2A variant, is composed of an N-terminal ‘H2A-like’ domain (64% identical to H2A) and a C-terminal 25 kDa ‘macro’ domain. These two domains are joined by an unstructured 41 amino acid long ‘linker’ domain that positions the macro domain outside of the nucleosome (Gamble and Kraus, 2010). Expression of the highly conserved *H2AFY* gene (also known as *MACROH2A1*) produces two splicing isoforms, mH2A1.1 and mH2A1.2, the sequences of which differ in a 30 amino acid region within the macro domain (Gamble and Kraus, 2010).

mH2A1 was originally found to be enriched on the transcriptionally silent X chromosome (Costanzi and Pehrson, 1998). mH2A1 is also present at autosomes, forming large domains in association with histone marks associated with heterochromatin, such as H3K27me3 and H3K9me3 (Douet et al., 2017; Gamble et al., 2010; Sun et al., 2018). *In vitro* studies have demonstrated that nucleosomal mH2A1 interferes with binding of the transcription factor NF-κB and inhibits nucleosome sliding by the remodeling complex SWI/SNF and initiation of RNA polymerase II (Pol II) transcription (Angelov et al., 2003; Doyen et al., 2006). Therefore, mH2A1 is generally believed to play a role in transcriptional repression. However, in many cases, the presence of mH2A1 correlates also with active transcription of a subset of genes (Changolkar et al., 2010; Chen et al., 2014; Dell'Orso et al., 2016; Gamble et al., 2010; Podrini et al., 2015; Wan et al., 2017). Thus, the roles of mH2A1 in regulating gene expression are seemingly contradictory and the underlying mechanisms are still not well characterized.

The two mH2A1 splice variants exhibit tissue- and cell-specific expression patterns (Marjanović et al., 2018). In normal cells, the mH2A1.2 isoform appears to be ubiquitously expressed (Cantariño et al., 2013; Sporn et al., 2009; Sporn and Jung, 2012), whereas mH2A1.1 is only expressed in differentiated cells with low proliferation rates (Cantariño et al., 2013; Sporn et al., 2009; Sporn and Jung, 2012). Notably, the mH2A1.1 macro domain can bind NAD^+^ metabolites (Kustatscher et al., 2005) and interact with the DNA-damage repair and chromatin remodeling factor PARP1 [poly-(ADP-ribose) polymerase 1] (Chen et al., 2014; Marjanović et al., 2018; Ouararhni et al., 2006; Ray Chaudhuri and Nussenzweig, 2017). Interaction between mH2A1.1 and PARP1 has been shown to be important during DNA damage, stress responses (Kim et al., 2018; Xu et al., 2012), mitochondrial respiratory capacity (Marjanović et al., 2018) and transcription (Chen et al., 2014; Gamble et al., 2010; Ouararhni et al., 2006) in fibroblasts and epithelial cancerous cells. In tumors, expression of the mH2A1.1 isoform is frequently reduced compared with normal tissues, suggesting that this isoform is a tumor suppressor (Cantariño et al., 2013; Lavigne et al., 2014; Sporn and Jung, 2012). Interestingly, in immortalized human mammary epithelial cells, mH2A1 interferes with the epithelial-mesenchymal transition (EMT), and its reciprocal, the mesenchymal-epithelial transition (MET) processes required for metastasis development (Hodge et al., 2018; Pliatska et al., 2018). However, in highly metastatic cancers, such as triple-negative breast cancers (TNBCs), increased expression levels of mH2A1.1 correlate with poor prognosis (Lavigne et al., 2014). The role of macroH2A1.1 in controlling the properties of tumor cells could be dependent on cellular context and remains to be clarified.

In this work, we identified and characterized the role of mH2A1.1 in the regulation of gene expression in TNBC cells. We found that mH2A1.1 modulates the expression of hundreds of highly expressed genes, but mH2A1.1 deficiency does not affect the expression of silent or low expressed genes. Many of these mH2A1.1-regulated genes are involved in cytoskeletal organization, conveying a role for mH2A1.1 in controlling the migratory properties of these tumor cells. This role of mH2A1.1 is, however, bifunctional because mH2A1.1 can have either an inhibitory or a stimulating effect on target gene transcription. Although we found no evidence for ad hoc rewiring of promoter-enhancer contacts, this functional dichotomy clearly depends on the chromatin landscape in which these genes are located and relies on differential recruitment of mH2A1.1. The activating effect of mH2A1.1 requires tight recruitment of mH2A1.1 to the transcription start site (TSS) of related genes. Conversely, genes inhibited by mH2A1.1 recruit this histone variant over larger domains, present further upstream and downstream of the TSS. Mechanistically, we determined that the expression level of mH2A1.1-activated genes is dependent on Pol II pausing. mH2A1.1 appears to regulate Pol II turnover at the TSS by inhibiting the release of paused Pol II. Linking differential recruitment of mH2A1.1 to mode of action, our work clarifies the ambivalence of the roles attributed to mH2A.1.1 in transcription regulation in cancer cells.

## RESULTS

### mH2A1.1 regulates expression of hundreds of genes

In order to characterize the function of mH2A1.1 in TNBC, we performed RNA sequencing (RNA-seq) in the MDA-MB-231 cell line, which expresses mH2A1.1 at higher levels than other types of breast cancer cell lines (Fig. S1A,B) (Lavigne et al., 2014). 

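MDA-MB-231 is an established human TNBC cell line. Total RNA was sequenced from 2 WT and 2 mH2A1.1 KD cultures, collected on day 3 after transfection with siRNA at 11 nM or, for WT, with the transfection reagent and no siRNA. The authors aligned the reads to GRCh38 with STAR, kept reads above a mapping quality limit, removed duplicates and counted the reads on each gene with htseq-count, and the deposited values are these counts, without normalization. Table S5 lists 67300000 and 54000000 total reads for WT replicates 1 and 2 and 42100000 and 26500000 for KD replicates 1 and 2, of which 30%, 28%, 26% and 17% were mapped to 1 place. The counts on genes summed to 9794674 and 7856892 in WT and to 5584962 and 2309549 in KD, and these totals set the depth of the values given here. Of the 23167 Ensembl identifiers in each table, 23061 were matched to GENCODE release 44.
Log2 CPM values were correlated between libraries over 8669 genes above a CPM minimum and outside chromosomes 21, 22 and X. Pearson's r was 0.994 between the WT replicates and 0.940 between the KD replicates. KD replicate 1 was closer to WT replicates 1 and 2, at 0.968 and 0.976, than to KD replicate 2. Genes are not independent replicates. KD replicate 2 had no counts on chromosomes 22 and X and 30 counts on chromosome 21. Among genes with at least 30 counts in each of the other 3 libraries, 658 were at 0 in KD replicate 2, of which 91 lie on chromosome 21, 221 on 22 and 346 on X. No gene was at 0 in WT replicate 1, WT replicate 2 or KD replicate 1 with that many counts in the other 3. On chromosome 21, the last gene with counts in KD replicate 2 was MIR3648-1 at 8208473, and the next gene with at least 30 counts in each of the others was HSPA13, which starts at 14371115 and had 1079, 783 and 442 counts in WT replicates 1 and 2 and KD replicate 1. The tests across all genes kept these values of 0 as counts, so fitted fold changes of genes on these chromosomes include them.

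**Figure D1:**
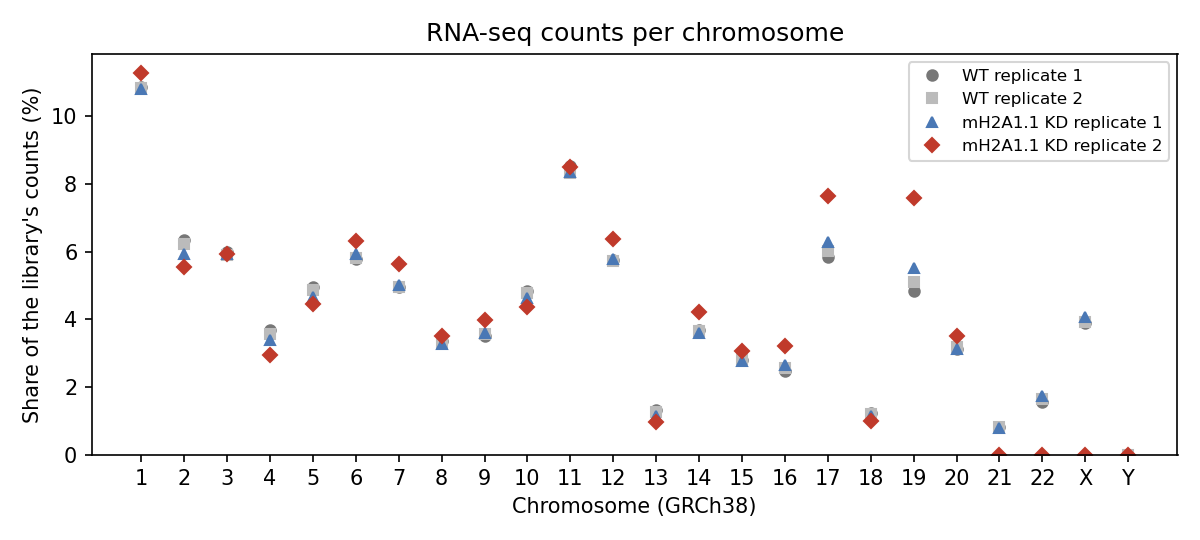
Share of each library's RNA-seq counts (%, vertical axis) on each chromosome of GRCh38 (horizontal axis), 1 point per library. On chromosome X the WT replicates are at 3.88% and 3.92% and KD replicate 1 at 4.06%, whereas KD replicate 2 is at 0 there and on chromosome 22.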

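MACROH2A1 (ENSG00000113648), the gene that encodes mH2A1, lies on the minus strand of chromosome 5 from 135334381 to 135399914 in GRCh38. Its reads come from both splice isoforms, so its gene count does not separate mH2A1.1 from mH2A1.2. It had 3658 and 2993 counts in WT replicates 1 and 2 and 1449 and 635 counts in KD replicates 1 and 2. Normalized for library size by edgeR's TMM method, the level was 371 ± 5.33 CPM in WT cells (SD, n = 2) and 273 ± 17.7 CPM in mH2A1.1 KD cells (SD, n = 2), so both KD libraries were below both WT libraries. The log2 fold change was -0.44 (standard error 0.135), with an adjusted p of 0.359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave a log2 fold change of -0.46 and an adjusted p of 0.00312, without passing a fold change of 1.5. With each library left out in turn, the log2 fold change stayed between -0.51 and -0.43. With a correction for gene length and GC content it was smaller, at -0.21 in edgeR (adjusted p = 0.544) and -0.23 in DESeq2 (adjusted p = 0.479). The correction was set beforehand for edgeR and was chosen for DESeq2 after seeing the data.
Both siRNAs of Table S8 match GRCh38 on the minus strand of chromosome 5 in the coding sequence of an exon from 135350823 to 135350913, which is exon 6 of 9 in one coding transcript of MACROH2A1 and exon 5 of 9 in another. The site of siRNA 1 spans 135350889 to 135350907 and that of siRNA 2 spans 135350840 to 135350858. The transcript sequence around the site of siRNA 1 is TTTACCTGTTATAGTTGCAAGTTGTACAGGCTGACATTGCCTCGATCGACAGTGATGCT, and that around the site of siRNA 2 is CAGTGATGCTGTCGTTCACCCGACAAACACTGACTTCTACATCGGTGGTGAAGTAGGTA. The paper's text does not name which of them was used for the RNA-seq libraries.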

We compared gene expression levels between wild-type (WT) cells and cells in which the mH2A1.1 isoform, but not mH2A1.2 protein expression, was abolished by RNA interference (RNAi) (termed KD) (Fig. 1A, Fig. S1C-E). 

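Genes were tested between the 2 WT and the 2 mH2A1.1 KD libraries with the thresholds of the study, an adjusted p under 0.1 and a fold change over 1.5. The quasi-likelihood test of edgeR called 0 of the 11723 genes kept by its filter on low counts, and the smallest adjusted p was 0.359. At an unadjusted p under 0.05 and the same fold change, 704 genes were lower and 526 were higher in KD. This fit kept the missing counts of KD replicate 2 on chromosomes 21, 22 and X, and its biological coefficient of variation was 0.361. Without the genes of these chromosomes, a choice made after seeing the data, the coefficient was 0.166. The test still called 0 genes then, at a smallest adjusted p of 0.176. It called 2208 when libraries of the same replicate number were also treated as a block. DESeq2, which the study used, called 950 genes, of which 539 (56.7%) were lower and 411 were higher in KD. DESeq2 gave an adjusted p to 9420 of the 16151 genes with counts. None of its 950 calls lay on chromosomes 21, 22 or X, where 1083 genes were tested. With a library left out no p-value was computed, because 1 condition is then left with 1 library. After a correction of the DESeq2 counts for gene length and GC content, chosen after seeing the data, 337 genes were lower and 268 were higher, and 338 of the 950 calls stayed in the same direction. In what follows, AGs are the 539 genes and RGs the 411 genes called by DESeq2, since edgeR gave no gene sets in the planned settings.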

Among the 945 genes for which expression was significantly modified in the mH2A1.1 KD cells, 533 genes (56.3%) were downregulated (called mH2A1.1-activated genes or AGs) and 412 genes (43.7%) were upregulated (called mH2A1.1-repressed genes or RGs) (Fig. 1A, Tables S1 and S2). Altered expression of a subset of genes was confirmed by RT-qPCR using two different siRNAs directed against mH2A1.1 (Fig. S1F-H). 

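The 23061 genes were divided into 4 classes of equal size by their mean WT FPKM, calculated as in the study from the reads on protein-coding genes and, here, the summed length of each gene's exons. The formula of the study divides by length in base pairs, so these FPKM values are per base pair and not per kilobase. The median was 3.94e-05 in the low class, 0.00294 in the medium class and 0.0164 in the high class. Of the 539 AGs, 365 (67.7%, 95% Clopper-Pearson interval 63.6% to 71.7%) were in the high class and 174 (32.3%) in the medium class. Of the 411 RGs, 268 (65.2%, interval 60.4% to 69.8%) were in the high class, 142 (34.5%) in the medium class and 1 in the low class. Of the other genes, 48.8% were in the medium and high classes when AGs were set apart and 49.1% when RGs were (Fisher's exact test, two-sided, p = 8.7e-166 and 1.9e-123). Only genes with an adjusted p could be called, and DESeq2 gave one to 0 genes of the silent class, 0.295% of the low class, 65.1% of the medium class and 97.9% of the high class. Of these genes 99.8% were in the medium and high classes, so against them the joint share of both classes could not differ. The high class alone held more of the AGs than of the other genes with an adjusted p (odds ratio 1.43, Fisher's exact test, two-sided, p = 0.00014), and more of the RGs (odds ratio 1.26, Fisher's exact test, two-sided, p = 0.0269). With FPKM calculated by gene length from start to end, a choice made after seeing the data, 53.8% of AGs and 66.9% of RGs were in the high class. For the sets called after the correction for gene length and GC content, the high class held 69.4% of AGs and 48.9% of RGs. The medium class held 48.5% of these RGs, so the larger share of RGs in the high class was not kept.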

All mH2A1.1-regulated genes, both RGs and AGs, were found among the moderately to highly expressed genes in WT MBA-MB231 cells (Fig. 1B,C). 

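The silent class held 5766 genes, each without a count in either WT library, and a further 1600 genes without counts fell into the low class. Of the 5766 genes, 339 (5.88%) had at least 1 count in a KD library and 35 had counts in both. The highest sum over the KD libraries was 9 counts, for C19orf73, and 0 genes reached 10 counts. The edgeR test called 0 genes of this class higher in KD, but none of them passed its filter on low counts. Without that filter, 339 were tested, 0 were called and 4 had an unadjusted p under 0.05, and DESeq2 gave these numbers too but set no adjusted p for any of them. At the depth of the KD libraries, activation of a silent gene to more than a few counts was not detected. On chromosomes 21, 22 and X it could be seen in KD replicate 1 only.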

Silenced genes in MDA-MB-231 cells were not activated upon mH2A1.1 depletion (Fig. 1B,C). We concluded that mH2A1.1 participates in fine-tuning of actively transcribed gene expression. 

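Among AGs with a mean count of at least 50, the median log2 ratio of KD to WT was -0.89, and among RGs it was 0.81. KD replicate 1 alone gave medians of -0.67 and 0.56. The 8126 genes that were not called had a median of 0.01 for KD over WT. From the place of both gene groups among expressed genes and the lack of activated silent genes, the paper concludes that mH2A1.1 takes part in fine-tuning the expression of actively transcribed genes.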

We next investigated whether the role of the mH2A1.1 variant in controlling expression of active genes depends on its association with specific genomic regions, including gene regulatory regions.

**Fig. 1.**
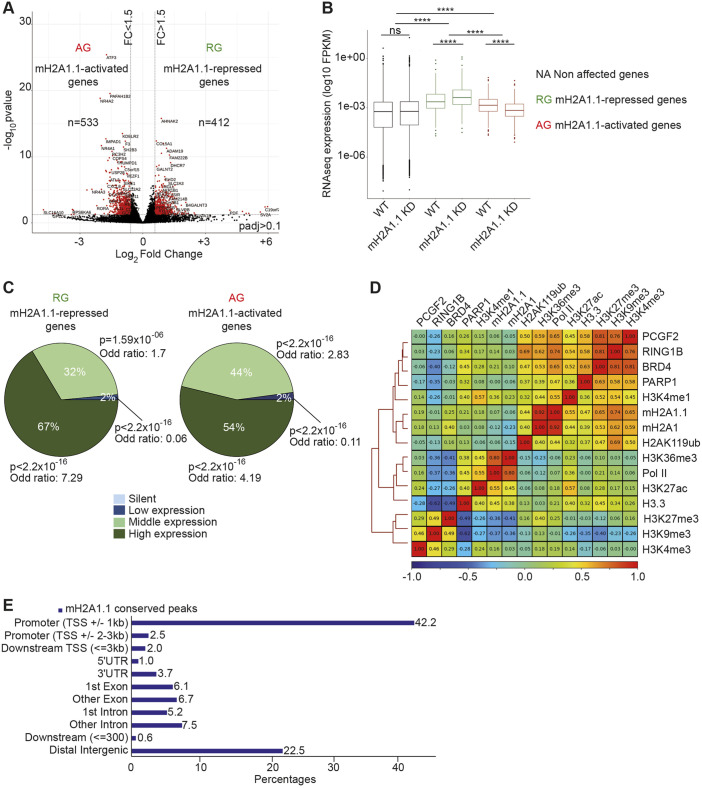
**The histone variant mH2A1.1 regulates expression of hundreds of genes in MDA-MB 231 cells.** (A) Volcano plot showing fold change of gene expression in mH2A1.1 KD compared with WT MDA-MB-231 cells. Red dots represent significantly deregulated genes with a fold change >1.5 and *P*-adj<0.1. (B) Boxplot comparing gene expression (FPKM) of the indicated genes between control (WT) and mH2A1.1 KD conditions. The box represents the 25–75th percentiles, and the median is indicated. Whiskers extend to 25th percentile minus 1.5× IQR and 75th percentile plus 1.5× IQR. Wilcoxon tests were used to compare conditions. ****P<2.2×10^−16^; ns, non-significant. (C) Pie charts showing proportion of mH2A1.1-regulated genes in four groups categorized by gene expression levels in control cells, as indicated. Enrichment of mH2A1.1 target genes with categories of genes was measured using Fisher exact tests. *P*-values and the odds ratios are shown. (D) Whole-genome Spearman correlation heatmap of mH2A1.1, mH2A1 and a series of histone modifications and chromatin-associated factor ChIP-seq data, as indicated. Pearson coefficient correlations (PCC, r) are given. Red and blue colors denote high correlation (r close to 1) and anti-correlation (r close to −1), respectively. (E) Proportions of different genomic features associated with mH2A1.1 conserved peaks. mH2A1.1 ‘conserved’ peaks correspond to the common peaks between mH2A1.1 specific ChIP-seq and mH2A1 ChIP-seq and were used for further analysis.

### mH2A1.1 associates with gene regulatory regions

We developed a chromatin immunoprecipitation (ChIP)-grade polyclonal antibody that exclusively recognizes mH2A1.1 (Ab αmH2A1.1) (Table S4, Fig. S2A-D) and generated ChIP-seq data for mH2A1.1 (Table S5). The obtained dataset was compared with the one obtained using a commercially available ChIP-grade antibody (Ab37264, Ab αmH2A1) directed against total mH2A1 (Tables S4 and S5, Fig. S2E-G). 

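ChIP-seq was made from WT cells with 1 library for the mH2A1.1 antibody and 1 for the antibody against total mH2A1, so the values have no replicate error. Table S5 lists 69800000 and 53400000 total reads, of which 88% were mapped to 1 place in each. The authors aligned the reads to GRCh38, called enriched regions against the input with normR and adjusted its parameters for each data set. The deposited files are the lists of these regions, with a position per peak and a score column that is 0 throughout, so height and significance of the peaks are not analysed here. The mH2A1.1 list holds 30687 peaks and the mH2A1 list 24222 peaks. Every width in both lists is a multiple of 3000 bp, 60.3% of the mH2A1.1 peaks and 60.6% of the mH2A1 peaks are 3000 bp wide, and the smallest gap between neighbouring peaks is 9000 bp. A peak therefore places mH2A1.1 no more finely than its bin, which is wider than a window of 500 bp on each side of a TSS. Signal tracks and the input were not used here, so enrichment is given as the presence of a peak.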

The two datasets were highly similar with a Pearson coefficient correlation (PCC) of 0.92 (Fig. 1D). Therefore, we decided to conserve common peaks between the two ChIP-seq data for further analysis (Materials and Methods). 

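Of the 30687 mH2A1.1 peaks, 11849 (38.6%, 95% Clopper-Pearson interval 38.1% to 39.2%) overlapped an mH2A1 peak by at least 1 bp, the minimum taken for common peaks. They had a median width of 12000 bp, and the longest spanned 495000 bp. Together they covered 205749000 bp, or 6.66% of the 3088269832 bp of the primary chromosomes. When the mH2A1.1 peaks were placed at random on their chromosomes 20 times, away from assembly gaps, 14.3% to 14.9% overlapped an mH2A1 peak. The shared fraction rose with width, from 18.8% of the 18518 peaks of 3000 bp to 95.9% of the 2854 peaks of 24000 bp or more, against 9.26% and 37.5% at random places. Without the requirement of an overlap, the 30687 peaks covered 9.40% of the genome, the largest change of that share in percentage points, and the stretches shared by both lists covered 4.44%, the largest change as a ratio.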

We identified 11.849 mH2A1.1 peaks, covering ≈7% of the genome. 

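Common mH2A1.1 peaks were assigned to 1 feature each in the order promoter, 5′ UTR, 3′ UTR, exon, intron, downstream and distal intergenic. The TSSs were the starts of all annotated transcripts of GENCODE release 44, whereas the later comparisons by gene take 1 TSS per gene. A TSS within 1 kb was found for 6225 of the 11849 peaks (52.5%, 95% Clopper-Pearson interval 51.6% to 53.4%), and a further 708 peaks (5.98%) had a TSS within 3 kb. Introns held 12.2% and exons outside UTRs 4.96% of the peaks, and 20.5% (interval 19.7% to 21.2%) were distal intergenic. The same peaks placed at random reached a promoter in 35.3% to 36.7% of cases across 20 placements. The assignment depends on peak width, since a wide peak can reach a promoter while most of it lies elsewhere. By its midpoint alone, 14.1% of the peaks were at promoters and 33.8% were distal intergenic.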

Analysis of the genomic distribution of mH2A1.1 showed that the vast majority of mH2A1.1 peaks corresponds to annotated promoters (TSS±1 kb), whereas 22% of mH2A1.1 peaks were associated with distal intergenic regions (Fig. 1E). We confirmed the enrichment of mH2A1.1 in a subset of regions corresponding to ChIP-seq peaks by ChIP-qPCR in WT cells, as well as its decrease in mH2A1.1 KD cells (two mH2A1.1-specific siRNAs), using either mH2A1.1- or mH2A1-specific antibodies (Fig. S2H,I).

### mH2A1.1 binds promoters of its target genes

We next examined whether mH2A1.1 binding occurred in specific chromatin environments. We analyzed the correlation between mH2A1.1 and a subset of heterochromatin marks (H3K9me3, H3K27me3, H2AK119ub), chromatin-bound components [Pol II, BRD4, RING1B (RNF2), PARP1, PCGF2] as well as euchromatin marks (H3K4me1, H3K4me3, H3K36me3, H3K27ac, H3.3) at a genome-wide level (Fig. 1D). Binding of mH2A1.1 and of its well-documented partner PARP1 correlated positively in the MDA-MB-231 cell line (Fig. 1D) (PCC of 0.47) (Chen et al., 2014). As expected, mH2A1.1 (but mainly total mH2A1) also associated with broad H3K27me3-marked chromatin domains (PCC of 0.25 for mH2A1.1 and 0.40 for mH2A1) (Fig. 1D, Fig. S3A,B). H3K9me3 marks, known to be over-represented in this TNBC cell line relative to other cancer cell lines (Segal et al., 2018; Yokoyama et al., 2013), overlapped with mH2A1.1 binding at H3K27me3-marked domains (Fig. S3A). Interestingly, we found that in heterochromatin domains levels of H3K9me3 and H3K27me3 tended to be inversely proportional (Fig. S3B,C). Moreover, we found that high H3K27me3-H3K9me3 difference was mainly associated with genomic regions whereas low H3K27me3-H3K9me3 difference characterized intergenomic regions (Fig. S3D). We propose that, in this cell line, the ratio between H3K27me3 and H3K9me3 could be used to distinguish ‘facultative-like’ heterochromatin and ‘constitutive-like’ heterochromatin. We found that mH2A1.1 and PARP1 binding were proportional to the relative abundance of H3K27me3 versus H3K9me3 (Fig. S3E), indicating that these two proteins predominantly associate with ‘facultative-like heterochromatin’ in the MDA-MB-231 TNBC cell line.

When specifically examining the chromatin landscape at promoters (TSS±1 kb), we found that mH2A1.1 enrichment correlated with H3K4me3 and H3K27ac, as well as with BRD4, H3.3 and Pol II binding (Fig. 2A,B), suggesting a role for mH2A1.1 in transcription initiation-regulated processes. At promoters, mH2A1.1 distribution inversely coincided with heterochromatin marks (Fig. 2A,B). 

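The TSSs of genes, taken with 500 bp on each side, were compared with the common mH2A1.1 peaks by expression class in WT cells. A common peak overlapped the TSS of 18.4% of 5766 silent genes (95% Clopper-Pearson interval 17.4% to 19.4%), 26.6% of 5765 genes of the low class (25.5% to 27.8%), 23.8% of the medium class (22.7% to 24.9%) and 26.5% of the high class (25.3% to 27.6%). Between the high and the silent class the log2 odds ratio was 0.67 (Fisher's exact test, two-sided, p = 3.1e-25), whereas the share was not higher in the high than in the low class. With all 30687 mH2A1.1 peaks, the shares were 24.0%, 36.1%, 43.1% and 48.0% from the silent to the high class, with a log2 odds ratio of 1.55 between these ends. With only the stretches that both lists share, the order was reversed, at a log2 odds ratio of -0.27 (Fisher's exact test, p = 0.000705). Peaks of total mH2A1 overlapped 22.6%, 27.3%, 18.5% and 16.3% of the TSSs in the same order of classes.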

We further determined that enrichment of mH2A1.1 centered at the TSS was proportional to the level of transcription (Fig. 2C,D). The profile of mH2A1.1 binding was greatest at the TSS of expressed genes. This profile was similar to, albeit larger than, that of Pol II at the nucleosome-free region, bordered by H3K27ac-marked nucleosome regions (Fig. 2E).

**Fig. 2.**
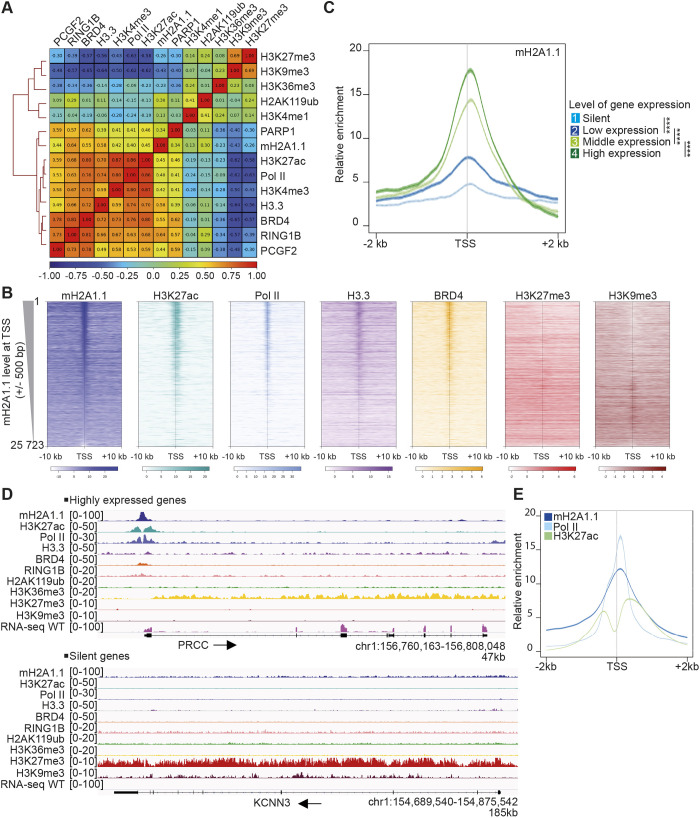
**mH2A1.1 is recruited to promoters of active genes.** (A) TSS (±1 kb)-centered Spearman correlation heatmap of ChIP-seq data. Correlations shown as in Fig. 1D. (B) Profiles of relative enrichment around the TSS (±10 kb) of the indicated ChIP-seq data at human annotated genes (*n*=25,723) ranked according to the mH2A1.1 level at the TSS (±500 bp). Color intensity reflects the level of ChIP-seq enrichment. Heatmaps are oriented with gene bodies placed on the right of the heatmap. (C) Metagene profiles of the average (±s.e.m.) of mH2A1.1 enrichment at TSSs (±2 kb) categorized in four groups according to gene expression levels measured using RNA-seq data. Results of statistical difference analysis between indicated groups are shown on the TSS (±500 bp). Wilcoxon tests were used to compare conditions. ****P<2.2×10^−16^. (D) Genome browser views of indicated ChIP-seq illustrating the binding of mH2A1.1 to the promoter region of a transcribed gene in an open chromatin state (top) and its absence on a silent gene in a closed chromatin state (bottom). Unstranded RNA-seq signal is also shown. Black arrows indicate direction of transcription. (E) Metagene profile of average (±s.e.m.) of mH2A1.1, Pol II and H3K27ac enrichment at the TSS (±2 kb) of transcribed genes (see C, groups 2-4).

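PRCC (ENSG00000143294), the transcribed gene of Fig. 2D, lies on chromosome 1 from 156750610 to 156800815 and was in the high class, with 644 and 573 counts in the WT libraries. A common mH2A1.1 peak from 156657001 to 156768000 contains its TSS at 156750610. KCNN3 (ENSG00000143603), the silent gene of the same panel, lies on the minus strand of chromosome 1 from 154697455 to 154870281 and had 0 counts in all 4 libraries. The peak list also holds common mH2A1.1 peaks at KCNN3, 1 of them from 154854001 to 154878000 across the annotated TSS at 154870281, and these cover 40.6% of its gene body. PRCC changed by a log2 fold change of -0.07 in mH2A1.1 KD cells (standard error 0.256, adjusted p = 0.879 from edgeR's quasi-likelihood test).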

We next questioned whether this profile was linked to the mechanism by which mH2A1.1 regulates gene expression. To this end, we separately determined mH2A1.1 binding at genes repressed or activated (RGs and AGs) by mH2A1.1. At both gene categories, mH2A1.1 was highly enriched at the TSS (Fig. 3A,B). However, mH2A1.1 binding was restricted to the TSS of mH2A1.1 AGs, whereas it associated both with promoter regions and with gene bodies of mH2A1.1 RGs (Fig. 3A,B). mH2A1.1 association correlated with the level of binding of Pol II, H3.3 and BRD4 (Fig. 3C). 

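Among the genes called by DESeq2, a common mH2A1.1 peak overlapped the TSS, with 500 bp on each side, of 53 of the 539 AGs (9.83%, 95% Clopper-Pearson interval 7.45% to 12.7%) and of 200 of the 411 RGs (48.7%, 43.7% to 53.6%). Of the 8464 other genes with an adjusted p, 24.9% had such a peak. The log2 odds ratio of AGs against RGs was -3.12 (Fisher's exact test, two-sided, p = 6.7e-42). With all mH2A1.1 peaks of the list, 32.1% of AGs, 67.2% of RGs and 46.3% of the other genes had a peak at the TSS. Among 274 AGs and 274 RGs matched on gene length and WT expression, the log2 odds ratio was -3.19. For the gene sets called after the correction for gene length and GC content, it was -0.52 (Fisher's exact test, p = 0.0599). The 57 AGs and 57 RGs that could be matched on GC content, also a choice made after seeing the data, had a log2 odds ratio of 0.36 (Fisher's exact test, p = 0.685).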

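Gene bodies were taken from 50 bp after the TSS to the end of the gene. Common mH2A1.1 peaks covered on average 35.2% of the gene body of RGs and 3.56% of that of AGs, a difference of 31.7 percentage points (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). The median was 20.9% for RGs and 0 for AGs, and 85.7% of AGs and 36.3% of RGs had no covered base. Genes are not independent replicates, so this test describes these gene sets. RGs were shorter than AGs, with a median length of 20750 bp against 49045 bp, and the difference was 26.4 percentage points among genes matched on length and expression. The median GC content of exons was 39.4% in AGs and 57.4% in RGs. For the sets called after the correction for gene length and GC content, the difference was 1.97 percentage points (permutation test, p = 0.428). In the 57 pairs matched on GC content, it was -4.50 percentage points (permutation test, p = 0.499). From the browser views and profiles of Fig. 3A,B, the paper states that mH2A1.1 binding is restricted to the TSS at AGs and extends to the gene body at RGs.

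**Figure D2:**
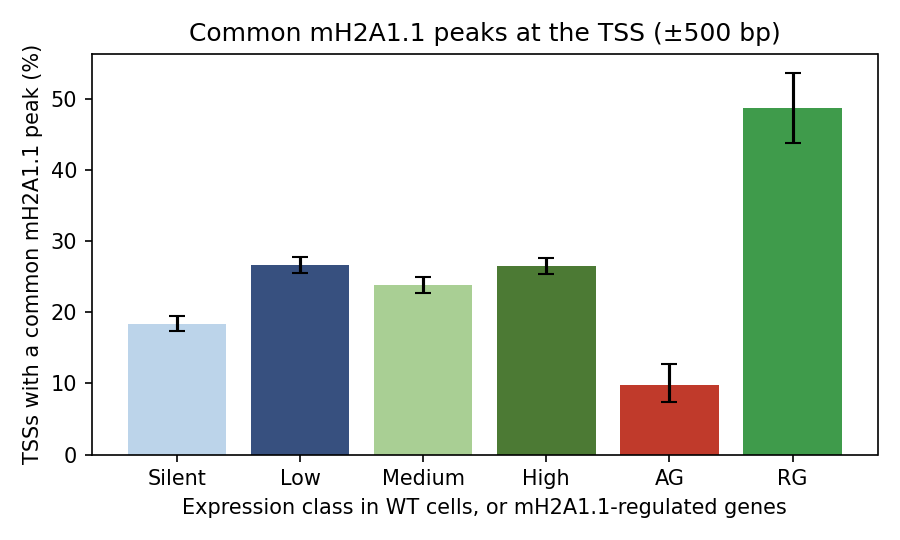
Share of TSSs with a common mH2A1.1 peak within 500 bp (%, vertical axis) for the 4 expression classes in WT cells and for AGs and RGs called by DESeq2. Bars give the share of genes and error bars its 95% Clopper-Pearson interval. The classes lie between 18.4% and 26.6%, AGs at 9.83% and RGs at 48.7%.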

Interestingly, at RGs we detected Pol II at the promoter and over the elongation-characteristic H3K36me-marked gene body. At AGs, Pol II binding was essentially limited to the TSS (Fig. 3). Thus, Pol II distribution also discriminates between types of mH2A1.1-regulated genes. Of note, RING1B, PCGF2 and H2AK119ub (i.e. PRC1 subunits and associated modification), were bound to genomic regions of expressed RGs (Fig. S3F).

**Fig. 3.**
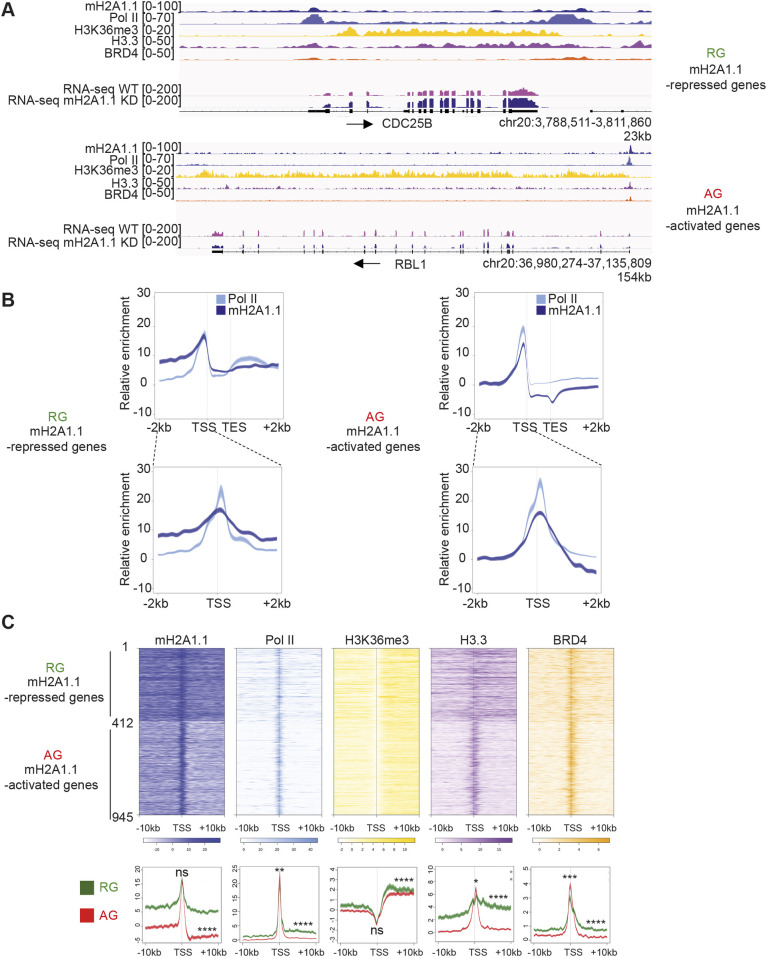
**The chromatin landscapes of mH2A1.1-regulated genes.** (A) Genome browser views of ChIP-seq of an mH2A1.1-repressed gene (top) and an mH2A1.1-activated gene (bottom). Unstranded RNA-seq signals in control and mH2A1.1 KD are also shown. Black arrows indicate direction of transcription. (B) Metagene profiles of average (±s.e.m.) of mH2A1.1 and Pol II enrichment at mH2A1.1-regulated genes (TSS-TES±2 kb) and at the TSS of mH2A1.1-regulated genes (TSS±2 kb). (C) Top: Heatmap profiles showing the relative enrichment of the indicated proteins and histone modifications around the TSS (±10 kb) of mH2A1.1-regulated genes (see Fig. 1A). The top half shows mH2A1.1-repressed genes (1-412, *n*=412), and the bottom half mH2A1.1-activated genes (412-945, *n*=533). Color intensity reflects the level of ChIP-seq enrichment. Heatmaps are oriented. Bottom: Metagene profiles of average (±s.e.m.) of the indicated ChIP-seq data around the TSS (±10 kb) of mH2A1.1-regulated genes. Average profiles around the TSS of mH2A1.1-repressed genes are shown in green whereas average profiles around the TSS of mH2A1.1-activated genes are shown in red. Results of statistical difference analysis between these two groups are shown, either on the TSS (±50 bp) or on the gene body (+50 bp – TES). Wilcoxon tests were used to compare conditions. ns, not significant*.* *P<0.05, **P<0.01, ***P<0.001, ****P<2.2×10^−16^.

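CDC25B (ENSG00000101224), the repressed gene, lies on chromosome 20 from 3786772 to 3806121. Its TMM-normalized level was 162 ± 7.44 CPM in WT cells (SD, n = 2) and 277 ± 25.0 CPM in mH2A1.1 KD cells (SD, n = 2). Its log2 fold change was 0.78 (standard error 0.144, adjusted p = 0.359 from edgeR's quasi-likelihood test). With DESeq2 its adjusted p was 1.4e-05, and 0.234 after the correction for gene length and GC content. No common peak overlaps it, and an mH2A1.1 peak without an mH2A1 overlap lies within the gene from 3792001 to 3795000.
RBL1 (ENSG00000080839), the activated gene, lies on the minus strand of chromosome 20 from 36996349 to 37095997. Its level was 140 ± 1.92 CPM in WT cells (SD, n = 2) and 76.6 ± 16.2 CPM in KD cells (SD, n = 2), a log2 fold change of -0.87 (standard error 0.203). The adjusted p was 0.359 in edgeR and 0.00918 in DESeq2. After the correction its log2 fold change was -0.49 (adjusted p = 0.000133 from DESeq2), short only of a fold change of 1.5. An mH2A1.1 peak from 37095001 to 37098000 covers its TSS at 37095997 without an mH2A1 overlap, and another from 37065001 to 37068000 lies within the gene.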

### mH2A1.1 promotes gene expression of Pol II-paused genes

The binding pattern of Pol II at mH2A1.1 AGs was reminiscent of Pol II-paused genes (Adelman and Lis, 2012). To confirm this, we calculated the Pol II pausing index (PI) for transcribed genes using Pol II ChIP-seq data as described by Adelman and Lis (2012). Briefly, the PI corresponds to the ratio between total Pol II density in the promoter-proximal region (from −30 bp to +300 bp around the TSS) and total Pol II density in the transcribed region [from +300 bp downstream of the TSS to the transcription end site (TES)]. We plotted the ChIP-seq signal of Pol II and H3K36me3 around the TSS±10 kb for each gene ranked according to their PI (Fig. 4A). In agreement with the literature (Elrod et al., 2019), the level of H3K36me3 was greater over the body of genes with low PI compared with genes with high PI. We further observed that confinement of mH2A1.1 to the TSS and its absence from the gene body was characteristic of genes with a high PI (Fig. 4A). In agreement, the width of mH2A1.1 peaks overlapping with TSSs, as well as that of Pol II peaks, correlated negatively with the PI (Fig. S4A,B). H3.3 follows the same binding profile as mH2A1.1. BRD4, RING1B and PARP1 were mainly enriched at the TSS, and slightly more at high-PI genes (Fig. 4A).

**Fig. 4.**
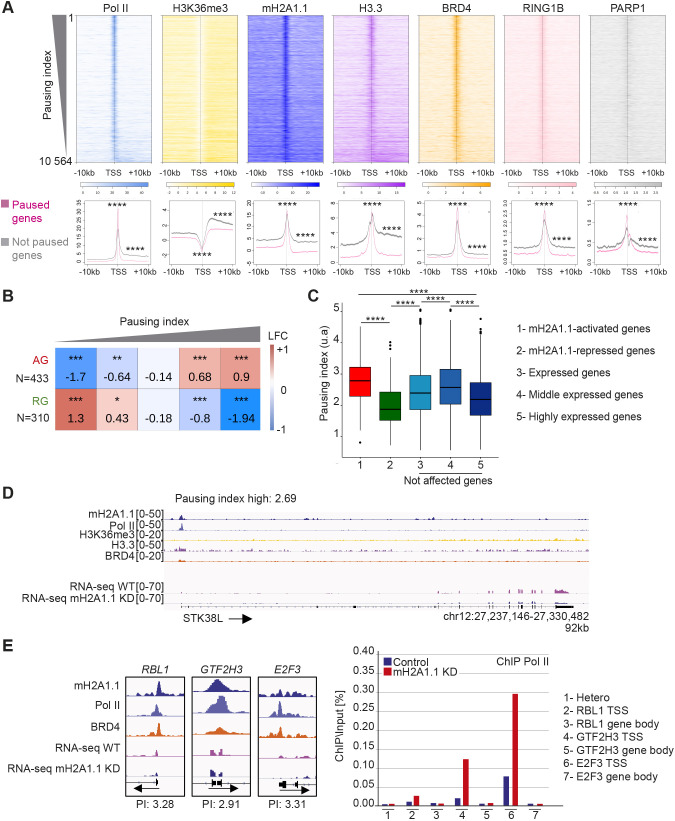
**mH2A1.1-activated genes are regulated by Pol II pausing.** (A) Top: Heatmap profiles showing enrichment of indicated factors and modifications around the TSS (±10 kb) of transcribed genes (*n*=10,198) ranked by their PI. Color intensity reflects the level of ChIP-seq enrichment. Heatmaps are oriented. Bottom: Metagene profiles of average (±s.e.m.) of the indicated ChIP-seq data around the TSS (±10 kb) of paused and not paused genes, as indicated in pink and gray, respectively. Genes are considered as paused if their PI is >2 (*n*=7208). Genes are considered as ‘not paused’ if PI<2 (*n*=3356). Results of statistical difference analysis between these two groups are shown, either on the TSS (±50 bp) or on the gene body (+50 bp – TES). Wilcoxon tests were used to compare conditions. ****P<2.2×10^−16^. (B) Fisher test heatmap showing enrichment of indicated mH2A1.1-target genes with genes divided into five equal-sized categories as a function of their PI. Asterisks indicate the significance of the Fisher exact tests; color map and values present in each square highlight the log2 odds ratio (LOR) of the Fisher exact test. *N* indicates the number of genes used for the analysis. (C) Boxplot comparing the PI of the indicated groups of genes. (Gene number in each group: 1, *n*=433; 2, *n*= 310; 3, *n*= 9 645; 4, *n*=5 176; 5, *n*=4.469). The box represents the 25–75th percentiles, and the median is indicated. Whiskers extend to 25th percentile minus 1.5× IQR and 75th percentile plus 1.5× IQR. Wilcoxon tests were used to compare conditions. ****P<2.2×10^−16^. Only genes characterized by a PI were used. (D) Genome browser view of the indicated ChIP-seq on a paused gene. Unstranded RNA-seq signals in control and mH2A1.1 KD conditions are shown. Black arrows indicate direction of transcription. Only genes characterized by a PI were used. (E) Left: Genome browser view of ChIP-seq of three mH2A1.1-activated genes (*RBL1*, *GTF2H3*, *E2F3*). These genes are considered as paused genes with PIs of 3.28, 2.9 and 3.2, respectively. Right: ChIP-qPCR of Pol II on WT and mH2A1.1-depleted cells. ‘Hetero’ corresponds to a negative position. For each gene, Pol II enrichment was evaluated on the TSS and a gene body region. Results from additional biological replicates are given in Fig. S4D.

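STK38L (ENSG00000211455), the gene shown in Fig. 4D, lies on chromosome 12 from 27243968 to 27325959. It had 473 and 306 counts in the WT libraries and 109 and 22 in the mH2A1.1 KD libraries, which after TMM normalization gave 42.9 ± 6.48 CPM (SD, n = 2) and 14.7 ± 6.85 CPM (SD, n = 2). Its log2 fold change was -1.51 (standard error 0.395), with an adjusted p of 0.359 from edgeR's quasi-likelihood test and 0.0144 from DESeq2. Without KD replicate 2 it was -1.13. After the DESeq2 correction for gene length and GC content it was -0.93 (adjusted p = 0.0026 from DESeq2), past both thresholds. An mH2A1.1 peak from 27243001 to 27246000 covers the TSS and does not overlap an mH2A1 peak, so it is not among the common peaks. Another mH2A1.1 peak, also without an mH2A1 overlap, lies within the gene from 27270001 to 27273000.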

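GTF2H3 (ENSG00000111358) lies on chromosome 12 from 123633739 to 123662604, and its first bases overlap those of EIF2B1 on the other strand. It was at 54.1 ± 0.721 CPM in WT cells (SD, n = 2) and 25.2 ± 9.58 CPM in mH2A1.1 KD cells (SD, n = 2) after TMM normalization. The log2 fold change was -1.09 (standard error 0.324), and the adjusted p was 0.359 in edgeR's quasi-likelihood test and 0.0413 in DESeq2. E2F3 (ENSG00000112242) lies on chromosome 6 from 20401879 to 20493714 and was at 97.7 ± 5.91 CPM in WT cells (SD, n = 2) and 52.5 ± 5.69 CPM in KD cells (SD, n = 2). Its log2 fold change was -0.89 (standard error 0.171, adjusted p = 0.359 in edgeR and 0.000354 in DESeq2). In edgeR, without KD replicate 2, the log2 fold changes were -0.76 for GTF2H3 and -0.79 for E2F3. After the DESeq2 correction for gene length and GC content, they were -0.76 for GTF2H3 and -0.90 for E2F3. Both genes stayed past both thresholds (adjusted p = 0.0106 and 1.1e-06 from DESeq2). mH2A1.1 peaks cover the TSS of GTF2H3 from 123633001 to 123636000 and that of E2F3 from 20400001 to 20415000, and neither overlaps an mH2A1 peak. No peak of the mH2A1.1 list covers the gene body of either gene past these peaks.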

The majority of mH2A1.1-AGs (85%) had a PI >2 (Fig. S4C), a PI value that can be used as a threshold to distinguish paused from not paused genes (Day et al., 2016) (Table S3). In agreement, the average PI of these genes was significantly higher than any other gene category tested (Fig. 4B-D). In contrast, RGs were enriched in low-PI genes (Fig. 4B,C). Furthermore, ChIP-qPCR analysis of Pol II at three mH2A1.1-activated genes (*RBL1*, *GTF2H3* and *E2F3*) showed that the amount of Pol II at promoter regions was increased by approximately threefold upon siRNA reduction of mH2A1.1 (Fig. 4E, Fig. S4D). On average, we observed that depletion of mH2A1.1 induces an increase in the PI (ratio between promoter region and gene body) of *RBL1*, *GTF2H3* and *E2F3* genes by factors of 1.4, 1.6 and 1.7, respectively. These results suggest that mH2A1.1 enhances gene expression by promoting Pol II pause release.

### mH2A1.1 binds enhancers

In addition to promoters, mH2A1.1 also associates with intergenic regions (Fig. 1E). 

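Of the common mH2A1.1 peaks, 2424 lay in distal intergenic regions. The same peaks placed at random fell there in 24.6% to 26.5% of cases across 20 placements, so the observed share was below each of them. With TSSs and gene bodies of protein-coding genes only, 39.4% of the common peaks were distal intergenic. Of the mH2A1.1 peaks without an mH2A1 overlap, 22.3% were distal intergenic.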

At the genome-wide level, mH2A1.1 binding strongly correlated with H3K4me1 (PCC of 0.55) and to a lesser extent with H3K27ac (PCC of 0.18), two chromatin marks that characterize enhancer regions (Creyghton et al., 2010) (Fig. 1D). In agreement, we found that mH2A1.1 binding was significantly enriched at enhancers (Fisher exact test: *P*<2.2×10^−16^ and odds ratio=5.26) (Fig. 5A,B). Enhancers bound by mH2A1.1 were further characterized by strong association of H3.3, Pol II, BRD4 and RING1B, which are marks of active enhancers (Chan et al., 2018; Chen et al., 2013; Lee et al., 2017) (Fig. 5C, Fig. S5A). Strikingly, mH2A1.1-bound regions frequently formed large domains comprising a group of enhancers marked with H3K27ac (Fig. 5D), which correspond to super-enhancers (SEs) (Lovén et al., 2013; Whyte et al., 2013) (Fisher exact test: *P*<2.2×10^−16^ and odds ratio=7.35) (Fig. 5E). Overall, these results show that mH2A1.1 binds enhancers and SEs in association with BRD4 and RING1B.

**Fig. 5.**
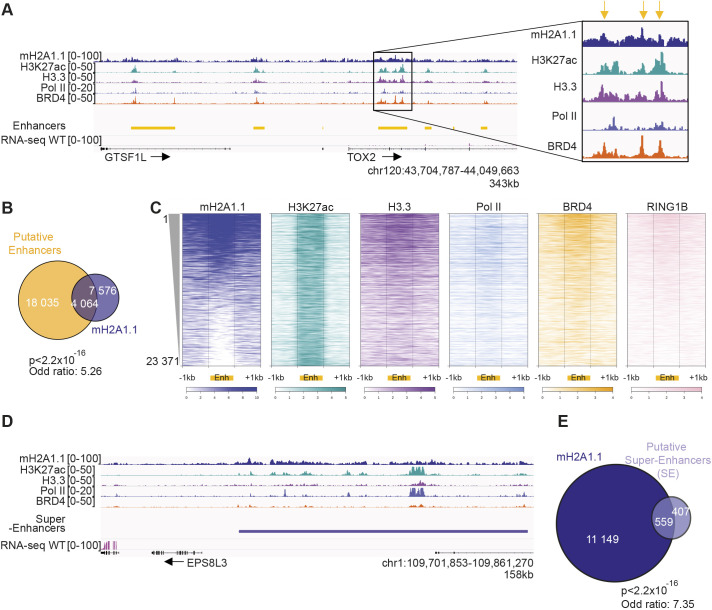
**mH2A1.1 associates with enhancers and SEs.** (A) Genome browser view of the indicated ChIP-seq illustrating occupancy of mH2A1.1 with ‘putative’ enhancers. The black box shows a magnification of one enhancer. Yellow arrows highlight the maximum signal of ChIP-seq data on this enhancer. (B) Overlap of ‘putative’ enhancers with mH2A1.1 peaks. Enrichment of mH2A1.1 peaks with enhancers were measured using Fisher exact tests. *P*-values and the odds ratios are shown. (C) Heatmap profiles showing the indicated ChIP-seq data relative enrichment around the enhancers (±1 kb). Color intensity reflects the level of ChIP-seq enrichment. Each line represents an enhancer (from 1 to 23,371 enhancers). Enhancers are ranked according to the level of mH2A1.1 on enhancers, as indicated. (D) Genome browser view of the indicated ChIP-seq illustrating occupancy of mH2A1.1 at ‘putative’ SEs. (E) Overlap of ‘putative’ SEs with mH2A1.1 peaks. Enrichment of mH2A1.1 peaks with SEs were measured using Fisher exact tests. *P*-values and the odds ratios are shown. ‘Putative’ enhancers and SEs are based on H3K27ac signal outside promoter regions using the ROSE package (Blinka et al., 2017).

### mH2A1.1-target gene regulation does not require changes in enhancer-promoter looping

Because mH2A1.1 binds enhancer and promoter regions (Figs 3 and 5), an attractive hypothesis was that mH2A1.1 mediates chromatin folding. To test this hypothesis, we applied promoter capture HiC (PCHiC) using a collection of 19,225 promoter sequence fragments as bait (Schoenfelder et al., 2018) in WT and mH2A1.1 KD cells. Genomic interactions between promoters and other genomic regions were called by ChiCMaxima (Ben Zouari et al., 2019). We aggregated the total number of detected interactions per gene for mH2A1.1-activated, -repressed or -independent genes. For each category, the average number of interactions detected per gene was identical in control and mH2A1.1 KD cells (Fig. 6A). The average intensity of interactions with adjacent genomic regions (±1.5 Mb around the gene) (Fig. 6B-D) or of interactions with enhancer regions (Fig. S5B) were generally unaffected by the absence of mH2A1.1. Hence, chromatin interaction landscapes at mH2A1.1-regulated genes do not appear to require mH2A1.1. Quantification of the PCHiC interactions showed that mH2A1.1-AGs have on average a greater number of interactions than mH2A1.1-RGs (Fig. 6A,E). However, interactions at mH2A1.1-AGs were weaker (Fig. 6B, Fig. S5B), suggesting that AGs and RGs reside within two types of interaction landscapes. Moreover, we noted that mH2A1.1 enrichment was greater at enhancers associated with RGs than at those associated with AGs (Fig. S5C,D). Active chromatin marks and co-activators were also more abundant at RG-related enhancers than AG-related ones (H3.3, Pol II, BRD4) (Fig. S5C,D), an observation in agreement with the fact that RGs are on average more transcribed than AGs (Fig. 1B,C).

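By exon length and again per base pair, the median WT FPKM was 0.0112 for RGs and 0.0115 for AGs called by DESeq2. The ratio was 0.976 (permutation test on log2 values, two-sided, p = 0.572). It was 1.05 without WT replicate 1 and 0.932 without WT replicate 2. As CPM, without a division by gene length, the medians were 51.8 for RGs and 65.1 for AGs, a ratio of 0.795 (permutation test, p = 4e-05). Divided by gene length from start to end, introns included, the median of RGs was 1.53 times that of AGs (permutation test, p = 1e-05, the smallest that 100000 resamples can give), a choice made after seeing the data. RGs are the shorter genes, so the length by which counts are divided changes the order of the gene groups.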

**Fig. 6.**
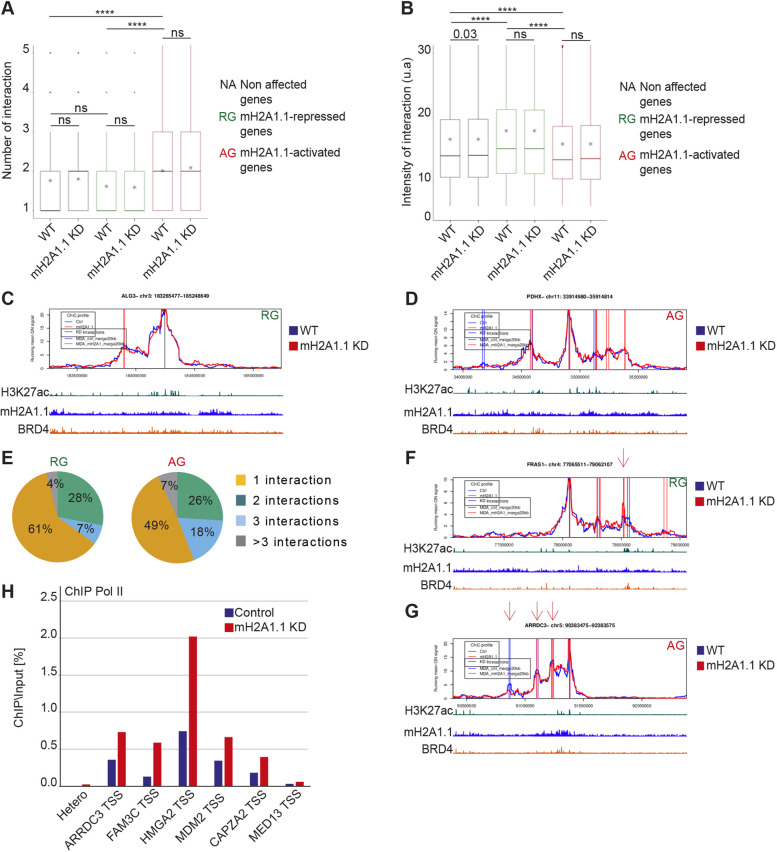
**mH2A1.1 regulates gene expression within predefined 3D chromatin domains.** (A) Boxplot showing the average number of PCHiC significant interactions per gene with adjacent genomic regions between genes not affected by mH2A1.1, mH2A1.1-repressed genes (*n*=181) and mH2A1.1-activated genes (*n*=282) in control and mH2A1.1 KD conditions. PCHiC significant interactions were determined using ChiCMaxima (Ben Zouari et al., 2019). The box represents the 25–75th percentiles, and the median is indicated (middle line). Whiskers extend to 25th percentile minus 1.5× IQR and 75th percentile plus 1.5× IQR. * represents the mean. Paired Wilcoxon tests were used to compare control and mH2A1.1 KD conditions whereas unpaired Wilcoxon tests were used to compare gene categories. ns, not significant. ****P<2.2×10^−16^. (B) Boxplot showing the mean of intensity of PCHiC interactions per gene between genes not affected by mH2A1.1, mH2A1.1-repressed genes (*n*=181) and mH2A1.1-activated genes (*n*=282) in control and mH2A1.1 KD conditions. Features of the boxplot and statistical tests as for A. (C,D) Snapshot of PCHiC dataset on the mH2A1.1-repressed *ALG3* gene (C) and the mH2A1.1-activated *PDHX* gene (D) in control and mH2A1.1 KD conditions. Interaction intensity between the target gene and the associated genomic region are plotted over a 2 Mb gene domain around the promoter bait. Control (blue line) and mH2A1.1 KD (red line) are shown. The vertical bars correspond to PCHiC significant interactions conserved between the two biological replicates in each condition. (E) Pie charts showing the percentage of mH2A1.1-target genes having one, two, three or more than three PCHiC significant interactions. (F) As in C, but this mH2A1.1-repressed gene, *FRAS1*, shows a reproducible gain of interaction with a specific genomic region (red arrow). (G) As in D, but this mH2A1.1-activated gene, *ARRDC3*, shows a reproducible reduction of interaction with specific genomic regions (red arrows). (H) ChIP-qPCR of Pol II on WT and mH2A1.1-depleted cells on six genes that show significative loss of interactions with adjacent genomic regions. Snapshots of PCHiC data set are shown in Fig. S6C. ‘Hetero’ corresponds to a negative position. For each gene, Pol II enrichment was evaluated only on the TSS. Results from additional biological replicates are given in Fig. S4E. For the snapshots of PCHiC data, only results from replicate number 1 are shown here; see Fig. S6A,B for replicate number 2.

Although loss of mH2A1.1 did not induce any global changes in promoter contact numbers or frequencies, closer inspection of the interaction landscape of a few mH2A1.1-regulated genes revealed reproducible changes in the intensity of interactions between certain enhancers in mH2A1.1 KD versus WT cells (Fig. 6F,G, Fig. S6B,C). For example, we observed an increase in the intensity of some interactions at the RG *FRAS1* upon mH2A1.1 depletion (Fig. 6F), and a decrease in the intensity of interactions at the AG *ARRDC3* (Fig. 6G), but this trend could not be generalized. Indeed, we also observed a decrease in the intensity of some interactions at RGs and an increase in the intensity of interactions at AGs (data not shown). Thus, gain or loss of interactions do not appear correlated to transcriptional changes upon loss of mH2A1.1. Furthermore, association of Pol II with the TSS increased upon mH2A1.1 depletion equally at some AGs, which are characterized by loss of interactions (Fig. 6H, Fig. S4E), and at other AGs for which 3D organization remained unaffected by mH2A1.1 depletion (Fig. 4E, Fig. S6D). We conclude that chromatin looping does not interfere with the potential role of mH2A1.1 in Pol II release.

### mH2A1.1 inhibits cell migration by activating the expression of paused genes regulating cytoskeleton organization

mH2A1.1-target genes are involved in four main processes: cell cycle (9% of mH2A1.1-target genes), DNA repair (4%), cytoskeleton organization and cell adhesion (19%) (Tables S6 and S7). The two first processes were expected based on earlier studies (Kim et al., 2018; Novikov et al., 2011; Sporn and Jung, 2012; Xu et al., 2012). A role for mH2A1.1 in the control of cell migratory capacities was previously identified in gastric cancer cells (Li et al., 2016), MDA-MB-231 cells (Dardenne et al., 2012) and mouse cell lines (Dardenne et al., 2012; Marjanović et al., 2018). However, the transcriptional impact of mH2A1.1 on cytoskeleton organization and cell adhesion genes is poorly documented except for recent work by Marcus Buschbeck and colleagues in murine C2C12 cells (Hurtado-Bagès et al., 2020). Two or three days following transfection of two different siRNA against mH2A1.1, MDA-MB-231 cells became more elongated (Fig. 7A, Fig. S7A). Using immunofluorescence against cytoskeleton proteins (actin, tubulin-α, vimentin), we observed that cytoskeleton organization was modified by the loss of mH2A1.1 (Fig. 7A). Moreover, numerous mH2A1.1-regulated genes are involved in cell migration, in particular *ARRDC3*, *SOCS4*, *HACE1* and *FBXL4*, which are mH2A1.1-AGs described as anti-migratory (Castillo-Lluva et al., 2013; Draheim et al., 2010; Mei et al., 2015; Stankiewicz et al., 2017), and *MMP14*, *EIF6*, *MT1E*, *JUND* and *DAPK3*, which are mH2A1.1-RGs with pro-migratory properties (Cathcart et al., 2015; Kake et al., 2017; Pinzaglia et al., 2015; Ryu et al., 2012; Selvaraj et al., 2015). 

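The 4 AGs and 5 RGs named here were in the direction the paper gives in the RNA-seq libraries, from which the study called them. ARRDC3 (ENSG00000113369, chromosome 5, 91368631 to 91383317) was at 141 ± 14.3 CPM in WT cells (SD, n = 2) and 57.7 ± 14.9 CPM in KD cells (SD, n = 2), with a log2 fold change of -1.28 (standard error 0.246). SOCS4 (chromosome 14, 55027230 to 55049489), HACE1 (chromosome 6, 104728094 to 104859919) and FBXL4 (chromosome 6, 98868535 to 98948006) had log2 fold changes of -1.13, -0.82 and -0.81, with standard errors of 0.261, 0.211 and 0.285. MMP14 (ENSG00000157227, chromosome 14, 22836560 to 22849041) was at 546 ± 34.9 CPM in WT cells (SD, n = 2) and 910 ± 255 CPM in KD cells (SD, n = 2), with a log2 fold change of 0.74 (standard error 0.253). EIF6 (chromosome 20, 35278907 to 35284985), MT1E (chromosome 16, 56625475 to 56627112), JUND (chromosome 19, 18279694 to 18281622) and DAPK3 (chromosome 19, 3958453 to 3971123) had log2 fold changes of 1.65, 1.56, 1.34 and 1.31, with standard errors of 0.606, 0.497, 0.319 and 0.390. MT1E shares sequence with other metallothionein genes, which makes its count less certain.
The adjusted p of each of the 9 genes was 0.359 from edgeR's quasi-likelihood test. From DESeq2 it lay between 0.000568 for ARRDC3 and 0.0986 for FBXL4. Without KD replicate 2, the log2 fold changes were -1.05 for ARRDC3, -0.86 for SOCS4, -0.67 for HACE1, -0.54 for FBXL4, 0.42 for MMP14, 0.62 for EIF6, 0.85 for MT1E, 0.90 for JUND and 0.72 for DAPK3. After the DESeq2 correction for gene length and GC content, ARRDC3, EIF6, MT1E, JUND and DAPK3 stayed past both thresholds. SOCS4 and MMP14 missed only the fold change, at log2 values of -0.49 and 0.31 (adjusted p = 0.00342 and 0.000139 from DESeq2). HACE1 and FBXL4 missed both thresholds (adjusted p = 0.505 and 0.422 from DESeq2). Among all genes the paper names as activated or repressed, 10 of 17 and 6 of 9 were still called after this correction.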

In agreement, upon depletion of mH2A1.1, the migratory capacity of MDA-MB-231 cells was significantly increased compared with control cells (Fig. 7A,B). The effect of knocking down the other isoform, mH2A1.2, was opposite to that of mH2A1.1 (Fig. S7A-D). It would hence be interesting to determine whether the molecular mechanism by which the mH2A1.2 splicing isoform modulates transcription regulation, as well as the interplay between both isoforms.

**Fig. 7.**
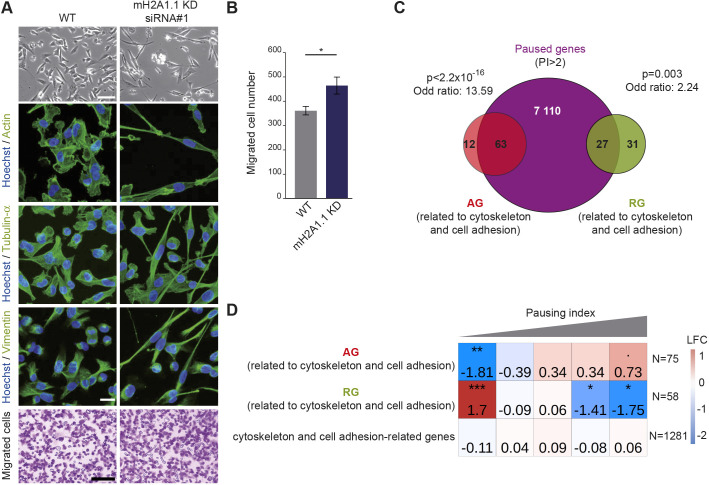
**mH2A1.1 inhibits cell migration by favoring expression of paused genes involved in cytoskeleton and cell adhesion in MDA-MB-231 cells.** (A) Top: Representative differential interference contrast microscopy images of WT and mH2A1.1 KD MDA-MB-231 cells. Scale bar: 100 µm. Center: Immunofluorescence labeling of actin, tubulin-α and vimentin. Nuclei are stained with Hoechst 33342. Scale bar: 20 µm. Bottom: Representative images of cells during the Boyden chamber migration assay. Only migrated cells are labeled in purple. Scale bar: 200 µm. (B) Quantification of the Boyden chamber assay presented in A. Error bars represent s.d from *n*=3 independent biological experiments as illustrated in A. Wilcoxon tests were used to compare conditions. *P<0.05. (C) Overlap of paused genes (*n*=7208) with mH2A1.1-regulated genes related to cytoskeleton and cell adhesion. Enrichment of this subgroup of mH2A1.1-regulated genes with paused genes was measured with Fisher exact tests; *P*-values and the odds ratios are shown. (D) Fisher test heatmap showing enrichment of indicated mH2A1.1-target genes with genes divided in five equal-sized categories as a function of their PI. Asterisks indicate the significatively of the Fisher exact tests; color map and values present in each square highlight the log2 odds ratio (LOR) of the Fisher exact test. *N* indicates the number of genes used for the analysis.

Strikingly, mH2A1.1-AGs involved in cytoskeleton organization and cell adhesion were also amongst genes with a high Pol II PI compared with mH2A1.1-RGs (Fig. 7C,D), and compared with cell cycle and DNA repair mH2A1.1-AGs (Fig. S7E). Overall, we conclude that mH2A1.1 impedes the migration capacity of MDA-MB-231 breast cancer cells in part by promoting expression of genes modulating cell migration capacity.

## DISCUSSION

Regulating gene expression in a particular cell type requires fine-tuning of the transcriptional response. The concentration and the relative ratio between factors required for these regulatory mechanisms ensure rapid adjustments to maintain homeostasis or to respond to stimuli and stress. In this study, we identify the histone variant mH2A1.1 as a means to operate these adjustments in TNBC cells.

We present the first genome-wide map of endogenous histone variant mH2A1.1 in human breast cancer cells. We discovered that the mH2A1.1 variant specifically associates with transcription regulatory elements, promoters and enhancers, in addition to large domains of facultative heterochromatin. At promoters, we detected peaks of mH2A1.1 as opposed to the larger signals occurring within heterochromatin (Fig. 2B, Fig. S3A-E) (Chen et al., 2014; Douet et al., 2017; Gamble et al., 2010; Lavigne et al., 2015). Moreover, we found that selective depletion of the mH2A1.1 isoform was sufficient to modify expression of hundreds of actively transcribed genes in the MDA-MB-231 TNBC cell line (Fig. 1A-C). All of these genes are highly expressed in this cell line. We uncovered two distinct mechanisms through which mH2A1.1 regulates their transcription and link them to the chromatin landscape in which the affected genes reside.

The first mechanism consists of dampening the transcription of highly expressed genes. Indeed, in the absence of mH2A1.1, these mH2A1.1-RGs were overexpressed. mH2A1.1 bound the gene bodies alongside Pol II, as well as their associated enhancers (Fig. 3, Fig. S5C,D). Importantly, these domains were also characterized by the presence of RING1B and the Polycomb-induced histone modification H2AK119ub (Chan et al., 2018) on their enhancers and promoters (Fig. S5C,D and data not shown). With the identification of specific PRC1 variants at a large number of active loci, it is now accepted that the presence of Polycomb subunits does not always correlate with transcriptional repression states (Giner-Laguarda and Vidal, 2020), especially in cancer cells (Chan et al., 2018; Zhang et al., 2020). Specifically, RING1B-target genes in MDA-MB-231 cells are transcriptionally active and highly expressed (Chan et al., 2018), just like some mH2A1.1-target genes studied here (Fig. 1B,C). We postulate that the presence of mH2A1.1 may favor binding of the PRC1 complex to regulate expression of mH2A1.1-RGs. Indeed, expression levels at mH2A1.1-RGs are only slightly increased in mH2A1.1-depleted MDA-MB-231 cells, similar to observations in a human lymphoma cell line (Lavigne et al., 2015), suggesting that mH2A1.1 may limit transcriptional noise and serve as a brake (Fig. 8A).

**Fig. 8.**
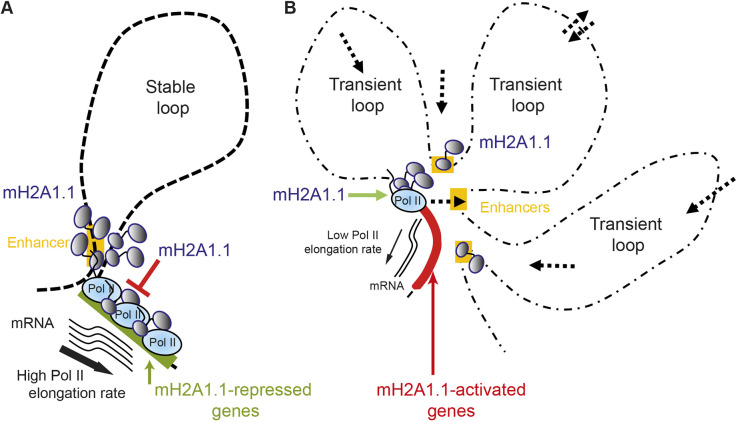
**Schematic of the two molecular mechanisms by which mH2A1.1 regulates transcription.** (A) mH2A1.1-repressed genes display a small number of stable interactions with enhancers or adjacent genomic regions characterized by bivalent chromatin marks. Pol II is enriched at the TSS and the gene body in this group of genes with a high Pol II elongation rate. The presence of mH2A1.1 all along the gene and associated enhancers slows Pol II elongation, perhaps by favoring recruitment of repressors. (B) mH2A1.1-activated genes display a large number of transient interactions. Some of them are established with enhancers bound by BRD4 and possess a specific chromatin landscape. Pol II is mainly paused in this group of genes, with a reduced Pol II elongation rate. Transient interactions between enhancers and promoters may promote Pol II pausing release, favored by mH2A1.1.

The second mechanism is specific to genes at which Pol II is paused. Here, in contrast to the RGs, mH2A1.1 recruitment is restricted to the TSS. Deletion of mH2A1.1 decreased the transcriptional level of these genes (mH2A1.1-AGs) and led to an accumulation of Pol II at their TSSs (Figs 1A-C, 4E, 6H). It is hence tempting to propose that mH2A1.1 assists the conversion of promoter-locked Pol II into a productive and elongating Pol II. The presence of BRD4 at the TSS of mH2A1.1-AGs likely favors transcription elongation by playing a role in allosteric activation of the P-TEFb complex (Winter et al., 2017). Thus, we can imagine that mH2A1.1 helps to recruit P-TEFb to promoter proximal regions and thereby contributes to the Pol II pause-release. Accumulation of Pol II at the TSS could also be due to accumulation of torsional stress, through topoisomerase inhibition (Teves and Henikoff, 2014). BRD4 is known to overcome transcription-induced torsional constraint by stimulating TOP1 activation concomitant with pause-release events (Baranello et al., 2016). Deletion of mH2A1.1 could impair this process, resulting in persistent torsional stress, accumulation of Pol II and inhibition of transcription. Finally, the chromatin organization at mH2A1.1-AGs appears to be more dynamic than that at mH2A1.1-RGs (Fig. 6). In these domains, more frequent but weaker contacts were detected by PCHiC. Pol II release could be facilitated by transient TSS-enhancer contacts in search for co-activators and Pol II (Fig. 8B). All paused genes in the MDA-MB-231 cell line exhibited this feature (data not shown). Dynamic 3D chromatin organization emerges as a new characteristic of paused genes. Conversely, the 3D organization of the mH2A1.1-RG loci appeared to be relatively stable, reminiscent of a productive and steady state environment for transcription (Figs 6, 8A,B).

The fact that mH2A1.1 binds specifically to the TSS of genes it activates in MDA-MB-231 cells is particularly intriguing here. The only other study that included an analysis of the genomic localization of this histone variant was performed in the murine muscle cell line C2C12 (Hurtado-Bagès et al., 2020). In this cell line, mH2A1.1 recruitment occurred upstream of the TSS of these genes, but also, in contrast to AG in MDA-MB-231 cells, over the gene body. Analysis of the genomic distribution of other macro histone variants shows cell type-specific patterns: Lavigne et al. reported binding of the mH2A1.2 isoform specifically to the TSS of mH2A1-regulated genes in two cancer cell types, HeLa and Namalwa cells (Lavigne et al., 2015). Comparison of genomic sites bound by mH2A1.2 nucleosomes revealed only a small overlap between HeLa and Namalwa cells. Similarly, mH2A1 and mH2A2 association with the TSS has also been observed in human and mouse embryonic stem cells (Pliatska et al., 2018; Yildirim et al., 2014). Therefore, we propose that mH2A variants are differentially recruited to regulatory sites depending on the carcinogenic and differentiation state of the cells. In breast cancers, recruitment, and thus the roles of, mH2A1 variants must be subtype specific. The newly identified binding pattern of mH2A1.1 we report here would thus be TNBC specific, because it was not identified in luminal breast cancer cell lines (Gamble et al., 2010). It could then explain why we found a correlation between mH2A1.1 expression levels and survival rates only in TNBC patients (Lavigne et al., 2014).

We further demonstrate that mH2A1.1-bound chromatin colocalizes with the H3K9me3 histone mark (Fig. S3A). A fraction of these sites is devoid of H3K27me3 and could correspond to the identified mH2A localization at constitutive heterochromatin (Douet et al., 2017). However, the vast majority of mH2A1.1-bound H3K9me3-decorated chromatin also contained tri-methylated H3K27 (Fig. S3A-E). This difference may be a feature of the MDA-MB-231 cell line, a high migratory capacity cancer cell line in which H3K9me3 histone marks are distributed unusually (Segal et al., 2018; Yokoyama et al., 2013). Overall, heterochromatin-related processes in this cancerous cell appear modified compared with non-cancerous cells and could potentially result from or favor malignant cellular transformation (Segal et al., 2018; Yokoyama et al., 2013). Thus, it could be interesting to investigate additional molecular mechanisms, enzymes and epigenetic machineries that are altered in this cancer type.

Despite the association of mH2A1.1 with heterochromatin, its phenotypic knockdown was not sufficient to reactivate silenced genes present in these domains (Fig. 1B,C, Fig. S3A-E). Different hypotheses could explain this result. The first hypothesis could be that mH2A1 isoforms (mH2A1.1 and mH2A1.2) have redundant actions at heterochromatin. Here, we specifically depleted mH2A1.1 without affecting the expression of mH2A1.2 (Fig. S1D). The presence of mH2A1.2 could be sufficient to maintain gene silencing, although mH2A1.2-occupied silent genes were also not reactivated upon mH2A1.2 knockdown (Dell'Orso et al., 2016). However, even if mH2A1 binding was shown to overlap with H3K27me3-decorated chromatin in primary human cells, no enrichment of H3K27me3 at mH2A1-regulated genes (both isoforms) was observed (Chen et al., 2014). The second hypothesis could be that mH2A1.1 and mH2A1.2 may both serve as a lock to conserve heterochromatin stability/organization but are not required for gene silencing. In agreement with this hypothesis, two studies demonstrated that mH2A are implicated in the condensation of heterochromatin regions, such as lamin-associated-domains and repeated DNA elements, without drastically affecting their expression level (Douet et al., 2017; Fu et al., 2015). Further analyses are needed to better define the role of mH2A at heterochromatin regions.

In this study, we demonstrate that a key function of mH2A1.1 is to orchestrate proper transcriptional output of genes depending on their environment, yet mH2A1.1 did not seem necessary for chromatin topologies. We cannot exclude the possibility that mH2A1.1 participates in short-range or transient structural changes that our approach is not sensitive enough to identify. However, others have reported that key transcription factors or co-factors do not alter 3D folding and, in particular, enhancer-promoter looping (Schoenfelder and Fraser, 2019). For example, in MDA-MB-231 cells, the FRA1 activator binds to promoters and enhancers, but does not mediate looping (Bejjani et al., 2021). In SEM leukemia cell lines, BRD4 inhibition has only minor effects on enhancer-promoter interactions (Crump et al., 2021), despite a strong effect on key oncogenic target gene expression. Thus, stabilization of enhancer-promoter loops is not always a prerequisite for transcriptional fine-tuning by transcriptional regulators. We could speculate that their roles are more functional by facilitating interactions between enhancer-associated factors, as was observed for BRD4 through the formation of phase-separated condensates (Sabari et al., 2018). It would be interesting to test whether mH2A1.1 participates in this process, especially as we have identified a preferential association of mH2A1.1 with SEs (Fig. 5D,E). SEs are known to play an important part in many diseases, including several cancers in which they drive expression of oncogenes (Donati et al., 2018; Lovén et al., 2013), and the expression of mH2A1.1 is altered in cancer cells compared with normal tissues (Cantariño et al., 2013; Lavigne et al., 2014; Sporn and Jung, 2012). SE function may be compromised by variations in mH2A1.1 levels leading to the inability to fine-tune transcriptional output, in particular via the first mechanism described above (Fig. 8), which is necessary to avoid excessive transcription of oncogenes.

## MATERIALS AND METHODS

### Cell culture

MDA-MB-231, HEK-293T and MCF7 cell lines were purchased from ATCC, and were maintained and amplified in Dulbecco's Modified Eagle's (DMEM) for HEK-293T and MDA-MB-231 cells, and in DMEM-F12 for MCF7 cells, supplemented with gentamycin (50 µg/ml) (Gibco), fetal bovine serum (FBS; 10%, Gibco) and sodium pyruvate (100 mM, Sigma-Aldrich). Cells were maintained in a humidified incubator at 37°C with 5% CO_2_. Cells lines were regularly tested for *Mycoplasma* infection (MycoAlert, Lonza). In Montpellier, MDA-MB-231 cells were cultured in DMEM supplemented with 10% fetal calf serum and penicillin/streptomycin (100 µg/ml each) and regularly tested for *Mycoplasma* infection.

### Transfection of siRNAs and plasmids

At 30-50% confluence, transfection of siRNA (11 nM) was performed using INTERFERin (Polyplus-Ozyme) according to the manufacturer's protocol. Cells for the control condition were transfected with INTERFERin without any siRNA. Transfection of plasmid (1 μg) was carried out with FuGene HD (Promega) according to the manufacturer's protocol. siRNA and plasmids are listed in Table S8. Cells were recovered for experiments 2 and 3 days after plasmid and siRNA transfection, respectively.

### Western blotting

Cells were lysed and subjected to western blot analysis as previously described (Yang et al., 2014). Briefly, proteins extracts were separated in 10% polyacrylamide (1:125 bisacrylamide:acrylamide) SDS gels, transferred onto nitrocellulose membrane (Bio-Rad) and blocked with 0.4% Tween 20, 5% milk in PBS for 1 h at room temperature (RT) with rotation. Membranes were then incubated with primary antibodies overnight (O/N) at 4°C in 0.4% Tween 20, 5% milk in PBS with rotation (or 90 min at RT). Primary antibodies are described in Table S4. Rabbit anti-mH2A1.1 antibody was generated according to an immunization protocol from Agro-Bio (La Ferte Saint Aubin, France). Membranes were next incubated with secondary antibody 0.4% Tween 20, 5% milk in PBS for 1 h at RT with rotation and the signal was detected using chemiluminescence (Lumi-light^plus^ western blotting substrate; Roche). Secondary antibodies are described in Table S4. Signal quantifications were carried out with Image Lab software (Bio-Rad).

### RNA extraction, reverse transcription and quantitative real-PCR

Total RNA was isolated using the RNeasy Midi Kit (QIAGEN). Purified RNA was reversed transcribed to cDNA using Maxima H Minus First Strand cDNA Synthesis Kit (Promega). The sequences of the primers used are given in Table S9. qRT-PCR was performed using iTAq Universal SYBR Green (Bio-Rad) according to the manufacturer's instructions. At least two independent experiments were performed for each condition. The relative expression levels of mRNA were normalized to *RPLP0* mRNA expression and evaluated according to the 2^−ΔΔCt^ method (Rao et al., 2013).

### Fluorescence microscopy

Two- or three-days post-transfection, cells were fixed with 4% paraformaldehyde for 15 min for MDA-MB-231 cells and 10 min for HEK-293T at RT. Cell permeabilization was carried out using 0.1% Triton X-100 in PBS for 10 min at RT. Cells were then blocked with 5% BSA, 0.15% Tween 20 in PBS for 1 h at RT. Next, cells were incubated with primary antibody O/N at 4°C. Cells were then incubated with Alexa Fluor-conjugated secondary antibody for 1 h at RT. Actin was labeled using cytoPainter Phalloidin iFluor diluted 1:1000 with secondary antibody according to the manufacturer's protocol (Abcam, Ab176759). Antibody references and dilutions are provided in Table S4. The coverslips were finally incubated with Hoechst (Invitrogen, 33342) for 30 min and then mounted with VECTASHIELD mounting media (Vector Laboratories). Images were acquired with a Zeiss LSM 710 BiG confocal microscope using an 63× PL APO oil DIC On 1.4 objective for all experiments. Images were taken in *z*-stacks with a voxel size of 300 nm. Images shown are *z*-stacks or maximum intensity projections of *z*-stacks.

### ChIP and library preparation

Cells were cross-linked in DMEM containing 1.2% paraformaldehyde at RT for 10 min with rotation. Cross-linking was stopped by the addition of glycine to a final concentration of 0.125 M for 5 min. Cell were harvested and lysed in cell lysis buffer (10 mM Tris-HCl, pH 7.4, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.1 mM EGTA, 0.2% NP-40, 5% sucrose). After 10 min in ice, cell lysis was amplified with a 2 ml dounce (Kimble Chase) to enhance the separation of nuclei from cytoplasm. Cell lysis buffer containing lysed cells was deposited into a pillow buffer (10 mM Tris-HCl, pH 7.4, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.1 mM EGTA, 0.2% NP-40, 10% sucrose). Nuclei were then pelleted by centrifugation (845 ***g*** for 20 min) and washed with washing buffer (10 mM Tris-HCl, pH 7.4, 15 mM NaCl, 60 mM KCl). Nuclei were then resuspended in sonication buffer [50 mM Tris-HCl, pH 7.5, 150 mM KCl, 5 mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, protease inhibitor (Roche)]. Chromatin was sheared using a Bioruptor (Diagenode) (30 cycles, 30 s ON/30 s OFF) in order to obtain chromatin fragments with an average size of 300-500 bp. The quality and size of chromatin fragments was monitored by ethidium bromide-stained agarose gel electrophoresis after DNA purification. Then, 100 μg of DNA was incubated with antibody O/N at 4°C on a rotation wheel. Antibodies are described in Table S4. Protein A magnetic dynabeads (3 mg; Sigma-Aldrich) were added for 3 h at 4°C on a rotation wheel. Immunoprecipitates were then exposed to serial washes for 5 min each on a rotation wheel at 4°C in the following buffers (twice in each buffer): WB_I_: 2 mM EDTA, 20 mM Tris, pH 8.1, 1% Triton X-100, 150 mM NaCl; WB_II_: 2 mM EDTA, 20 mM Tris, pH 8.1, 1% Triton X-100, 500 mM NaCl; WB_III_: 1 mM EDTA, 10 mM Tris, pH 8.1, 250 mM LiCl, 1% sodium deoxycholate, 1% NP-40; and WB_IV_: 1 M EDTA, 10 mM Tris, pH 8.1. Chromatin was eluted from the magnetic beads with DNA isolation buffer (2% SDS, 0.1 M NaHCO_3_) for 1 h at 65°C under agitation. Extracts were reverse-crosslinked with SDS O/N at 65°C. RNAs were degraded with RNase A and proteins were finally degraded with proteinase K. The same procedure was performed for input (10 μg of DNA). DNA was finally extracted with a phenol-chloroform extraction. Quantity and quality of DNA was tested with a nanodrop spectrophotometer (NanoDrop 2000, Thermo Fisher Scientific). Samples were sequenced by the GeT core facility, Toulouse, France (http://get.genotoul.fr). Sequencing was performed using a HiSeq 3000-HWI-J00115 (Illumina) according to the manufacturer's protocol. The same procedure was used for ChIP-qPCR. Sequences of the primers used for qPCR are given in Table S9. For western blot analysis, extracts [input (10% IP), no immunoprecipitated (NoIP) fraction and IP fraction] were processed as for ChIP extracts, but were not incubated with RNase A and proteinase K. Extracts were then subjected to western blot analysis as previously described in the ‘Western blotting’ section. To compare different extracts, we loaded 2% input, 0.5% input, 0.5% NoIP fraction and 20% IP fraction. Percentages given are relative to the DNA quantity used for ChIP (Fig. 2C,D,G).

ChIP-seq of H3K27ac, H3K4me1, H3K4me3, H3K36me3 and Pol II was performed essentially as previously described (Tolza et al., 2019; Bejjani et al., 2021). Briefly, after cell fixation with 1% paraformaldehyde at RT for 5 min, cells were incubated in cell lysis buffer (5 mM PIPES, 85 mM KCl, 0.5% NP40, 10 mM sodium butyrate, protease inhibitors) for 10 min on ice. After mild centrifugation (845 ***g*** for 20 min), nuclei were lysed in Nuclei Lysis Buffer (50 mM Tris-HCl, pH 7.5, 0.125% SDS, 10 mM EDTA, 10 mM sodium butyrate, protease inhibitors) at 4°C for 2 h and then sonicated for ten cycles at 4°C using a Bioruptor Pico device from Diagenode. For immunoprecipitation of H3K4me1, H3K4me3 and H3K27ac, 150 µl of chromatin (equivalent to 4×10^6^ cells) and 4.5 µg of the corresponding antibodies were used. For Pol II, 850 µl of chromatin (equivalent to 22×10^6^ cells) and 20 µg of the corresponding antibody were used. Each ChIP run was sequenced by the MGX GenomiX platform (Montpellier) using a Hi-seq 2500 Illumina sequencer. ChIP-qPCR of Pol II was carried out following the same protocol as for Pol II ChIP-seq. qPCR was performed on ChIP samples and input (1% of DNA used for ChIP). qPCR results are normalized using the signal obtained with the input and expressed as percentage of input. Primers used are given in Table S9.

### Strand-specific total RNA library preparation

Total RNA was isolated using the RNeasy Midi Kit (QIAGEN). RNA-seq quality and quantity controls were performed using a Nanodrop spectrophotometer (NanoDrop 2000, Thermo Fisher Scientific) and a 5300 Fragment Analyzer system (Agilent). Library preparation and sequencing was carried out by the GeT core facility (Toulouse, France; http://get.genotoul.fr) with the TruSeq Stranded total RNA Kit (Illumina) according to the manufacturer's instructions. Sequencing was performed using a HiSeq 3000-HWI-J00115 according to the manufacturer's protocol.

### ChIP-seq data processing

The quality of the reads was estimated with FastQC (Illumina, 1.0.0). Published ChIP-seq data for H3K9me3 (GSM2258862), H3K27me3 (GSM2258850) and corresponding input (GSM2258864) in MDA-MB-231 cells were downloaded from Gene Expression Omnibus (GEO accession number: GSE85158) (Franco et al., 2018), and re-analyzed as described. Published ChIP-seq data for BRD4 (GSM2862187), RING1B (GSM2862179), PCGF2 (GSM2862185) and H2AK119ub (GSM2862181) in MDA-MB-231 cells were downloaded from Gene Expression Omnibus (GEO accession number: GSE107176) (Chan et al., 2018), and re-analyzed as described. Published ChIP-seq data for H3.3 (GSM3398219), and corresponding input (GSM3398220) in MDA-MB-231 cells were downloaded from Gene Expression Omnibus (GEO accession number: GSE120313) (Ben Zouari et al., 2019) and re-analyzed as described. Published ChIP-seq data for PARP1 (GSM1517306) in MDA-MB-231 cells were downloaded from Gene Expression Omnibus (GEO accession number: GSE61916) (Nalabothula et al., 2015) and re-analyzed as described. Sequenced reads were aligned to the human genome assembly GRCh38 using STAR (2.5.1) algorithm with default parameters (Dobin et al., 2013). Details are supplied in Table S5. Low-quality reads were then filtered out using Samtools (Samtools, options –q 10 -view) (Li et al., 2009). Conversion of BAM files to bigWig files was performed with the Bamcompare tool (DeepTools utilities v3.1.3) (Ram et al., 2016). Corresponding ChIP-seq data generated from genomic DNA (input) were used as control for every bigWig files normalization (options: --normalizeUsing RPKM --operation subtract --binSize 50 bp --smoothLength 150 bp). Peaks were determined with the enrichR function of NormR package (https://github.com/Your-Highness/NormR, R Package Version 1.8.0). NormR parameters were adjusted depending on the bigwig profiles for each ChIP-seq data. mH2A1.1-specific peaks were used for all analysis and correspond to the commun peaks between mH2A1.1 and mH2A1 ChIP-seq. The number of peaks for each ChIP-seq dataset are listed in Table S5. All downstream analyses were mainly performed with R studio. ChIP-seq signal and peaks positions visualization were obtained with IGV (Thorvaldsdóttir et al., 2013). Boxplots were created with ggplot2 (Wickham, 2016). Distributions of mH2A1 isoforms and H3K27me3/H3K9me3 common peaks identified at specific genomic features were calculated using the ChIPseeker package with default parameters (Fig. 1E, Fig. S3D) (Yu et al., 2015). Statistical analyses are described in the ‘Statistics and Reproducibility’ section.

### Identification of ‘putative’ enhancers and SEs

All putative enhancers were determined with ROSE utility tools based on H3K27ac signal outside the TSS (±2 kb) to avoid TSS bias (Fig. 5A-C) (Blinka et al., 2017). TSS annotation is based on TxDb.Hsapiens.UCSC.hg38.knownGene release (*n*=25,668 annotated genes). SEs were determined with ROSE utility tools based on H3K27ac signal (options: stitching_distance=12.5 kb and TSS_exclusion_zone_size: 2500 bp) (Fig. 5D,E) (Lovén et al., 2013; Whyte et al., 2013).

### Pol II PI calculation

PI was defined previously (Zhang et al., 2017) as the ratio of Pol II density in the promoter-proximal region [(−30;300) bp centered on the TSS] to the Pol II density in the transcribed regions (TSS+300 bp to the TES). Gene annotation is based on TxDb.Hsapiens.UCSC.hg38.knownGene release. Density of Pol II was calculated using the Pol II bigWig file, normalized using --log2 option (DeepTools utilities v3.1.3) (Ram et al., 2016), and the negative values were replaced by zeros. Genes with a width <1 kb were excluded from the analysis. Moreover, PI was not calculated for genes with a Pol II density <1.2 in the promoter-proximal region and a Pol II density in the transcribed regions <0. Using this threshold, we only calculated PI for transcribed genes with Pol II binding (*n*=10,564 genes). ‘Paused’ genes were defined as genes with a PI >2 (*n*=7208) (Day et al., 2016). ‘Not paused’ genes were defined as genes with a PI <2 (*n*=3356).

### Venn diagrams

Intersection of peaks was determined with the function findOverlaps() from the GenomicRanges package (Lawrence et al., 2013). Note that for two ChIP-seq peak intersections only the number of overlaps was counted and not the number of each peaks contained per overlap. This particularity explains why the number of peaks changes between Venn diagrams for the same ChIP-seq. The area-proportional Venn diagrams were drawn based on images generated by Vennerable package. Enrichment tests associated with Venn diagrams are explained in the ‘Statistics and reproducibility’ section.

### Correlation heatmaps

Correlation heatmaps using bigWig of indicated ChIP-seq were created with multiBigwigSummary (with or without the options: -bins) and plotCorrelation (option: -spearman correlation heatmap) from DeepTools utilities (3.1.3) (Ram et al., 2016).

### Fisher test heatmaps

Fisher test heatmaps were created using ggplot2 (Wickham, 2016). Each square on the heatmap shows the results of a Fisher exact test between the two groups tested. The positive or negative association between the two groups tested is established by the odds ratio, represented by the ‘score’ [log 2 (odds ratio)=LOR] and the color scale, which is proportional to the score. Significance of the overlap is indicated by the *P*-value, represented by asterisks (*P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001). Groups used for the analysis were divided in equal size according to the ChIP-seq signal.

### Metagene profiles

Metagene analysis profiles were performed with the R Seqplot package (Stempor and Ahringer, 2016) using bigWig files (functions getPlotSetArray and plotAverage) centered on the TSS (±2 kb) or from the TSS to the TES (±2 kb). Profiles correspond to the mean value (±s.e.m.). Values >2 s.d. were considered as outliers, were removed and were not used to generate the profiles. Heatmaps profiles were also created with the R Seqplot package using bigWig files (functions getPlotSetArray and plotHeatmap) (Stempor and Ahringer, 2016). Some heatmaps profiles were also ranked according to ChIP-seq signal, PI index or gene expression log2 fold change. On all heatmaps, color intensity reflects the level of ChIP-seq enrichment. Color intensity autoscales were always used excepted for the heatmaps shown in Fig. S5C to compare the relative enrichment between mH2A1.1-target genes and their associated enhancers. On profiles and heatmaps, gene directionality was ignored, meaning that all gene bodies are artificially placed on the right-hand side of the plots.

### bigWig signal quantification

bigWig signals of the indicated ChIP-seq data were calculated with R studio based on bigWig files. For all the figures, the sum bigWig file (bin of 50 bp) was calculated on specific genomic regions and normalized to the width of the specific genomic regions.

### RNA-seq analysis

The quality of the reads was estimated with FastQC (Illumina, 1.0.0). The reads were mapped to the human reference genome GRCh38 using the default parameters of STAR (2.5.1) (Dobin et al., 2013). Details are supplied in Table S5. Low-quality reads and duplicates were then filtered out using SAMtools (Samtools, options -q 10 –view ; -rmdup) (Li et al., 2009). Unstranded normalized bigwig files in reads per kilobase per million mapped reads (RPKM) were obtained with the bamCompare tool (DeepTools utilities v3.1.3) (options: --normalizeUsing RPKM --operation subtract --binSize 50 bp). (Ram et al., 2016). Gene counts were performed with htseq-count utilities with default parameters (0.8.0) (Stempor and Ahringer, 2016). FPKM for all genes was calculated with the formula: FPKM=(RC_g_×10^6^)/(RC_p_×L), where RC_g_ corresponds to the number of reads mapped to the gene, RC_p_ to the number of reads mapped to all protein-coding genes and L to the length of the gene in base pairs. FPKM gene counts in control conditions were used to classify genes according to their gene expression level in four equal-sized categories [silent (*n*=5625), low expression (*n*=5625), medium expression (*n*=5625) and high expression (*n*=5625)]. FPKM gene counts in the mH2A1.1 KD condition were also calculated and used to generate the graph in Fig. 1B. Differential expression analysis was performed with DESeq2 package (Love et al., 2014) with cutoff |FC|>1.5 and *P*adj<0.1. The corresponding volcano plot was created with the EnhancedVolcano package (https://github.com/kevinblighe/EnhancedVolcano, R package, 2018) (Fig. 1A). mH2A1.1 KD de-regulated genes are listed in Tables S1 and S2.

### PCHiC and library preparation

PCHiC data were generated for MDA-MB 231 cells in control and mH2A1.1 KD cells using siRNA#1 (see the ‘Transfection of siRNAs and plasmids’ section and Table S8). PCHiC was essentially performed as described by Schoenfelder et al. (2018), using nearly the same promoter library as Mifsud et al. (2015) (omitting probes from chromosomes 8, 9 and X).

### PCHiC analysis

ChiCMaxima_calling was performed using the same default parameters and merging of replicate results as Ben Zouari et al. (2019) after processing the fastq files with custom scripts, essentially performing the same analysis as HiCUP (Wingett et al., 2015). Comparison of the number of called interactions between subgroups was carried out for the data shown in Fig. 6A. Intensity of interactions were estimated based on PCHiC read counts for each biological replicate. Only reads >5 for each biological replicate were kept and interactions between a bait and the other-end closer than 1.5 Mbp. Finally, for each interaction, read counts were quantile normalized using the function ‘normalizeBetweenArrays’ from the limma package (Ritchie et al., 2015). Means between biological replicates were used. ChICMaxima Browser was used to generate PCHiC profiles (https://github.com/yousra291987/ChiCMaxima) (Ben Zouari et al., 2019). ChiCMaxima-called and merged interactions were overlapped with enhancers using the findOverlaps function from the R GenomicRanges package (Lawrence et al., 2013). More than one enhancer can significantly be in interaction with mH2A1.1-regulated genes. To simplify, only one enhancer per gene was conserved to generate the heatmaps in Fig. S5C. Some mH2A1.1-target genes are not present in those heatmaps because they do not have PCHiC-called interactions with an enhancer or did not have PCHiC capture oligonucleotides.

### Gene ontology analysis

GO analysis was performed with limma package (--function goana) (3.8) (Ritchie et al., 2015) and corresponding GO terms are supplied in Tables S6 and S7. A selection of genes related to their functions was identified with biomaRt package [function getBM()] (Durinck et al., 2005, 2009). For genes related to cytoskeleton (GO:0005856), cell adhesion (GO:0007155), cilium (GO:0005929) and cell junction (GO:0030054) (*n*=2509) using attributes=’ensemble gene_id’ annotation from the biomaRt package, overlaps of genes with mH2A1.1-regulated genes were identified [mH2A1.1-activated (*n*=87/533), mH2A1.1-repressed genes (*n*=71/412)]. For genes related to cell cycle (GO:0007049), cell cycle process (GO:0022402), cell division (GO:0051301) and cell growth (GO:0016049) (*n*=656), overlaps of genes with mH2A1.1-regulated genes were identified [mH2A1.1-activated (*n*=64/533), mH2A1.1-repressed genes (*n*=18/412)]. Finally, for genes related to DNA repair (GO:0006281) and cellular response to DNA damage stimulus (GO:0006974) (*n*=533), overlaps of genes with mH2A1.1-regulated genes were identified [mH2A1.1-activated (*n*=37/533), mH2A1.1-repressed genes (*n*=4/412)]. For Fisher test heatmaps with PI, only genes with a PI were used. *n* indicates the number of genes used for the analysis in Fig. 4B, Fig. 7D and Fig. S7E.

### Transwell migration assay

Transwell migration assays were performed using Transwell plates with 0.8 µm pore polycarbonate membranes (Corning Transwell, Sigma-Aldrich). Three days post-siRNA transfection, MDA-MB-231 cells were seeded in the upper chamber without FBS and allowed to invade to the reverse side of the chamber under chemoattractant conditions with 10% FBS-containing medium in the lower chamber. Following incubation for 16 h at 37°C, the cells were fixed with 3.7% formaldehyde for 2 min at RT. Cell permeabilization was carried out by incubation in 100% methanol for 20 min at RT. Cells were then stained with Giemsa for 15 min at RT. The final total cell number between conditions was always checked by wide-field microscopy to avoid proliferation bias for migratory cell comparison. Non-migrated cells were finally removed from the upper chamber using a cotton swab. Migrated cells adhering to the underside of the chamber were photographed using a light microscope at 200× magnification (Invitrogen EVOS Digital Color Fluorescence Microscope). Cell counting was performed with ImageJ in ten different fields per condition (Schneider et al., 2012). Three independent experiments were performed for each condition.

### Statistics and reproducibility

All western blot, qRT-PCR and Boyden chamber assay experiments were repeated at least twice as independent biological replicates and results are presented as mean±s.d. All statistical analyses were performed with R. For western blotting, qRT-PCR and Boyden chamber assays, Wilcoxon tests were used to compare mean values between conditions. *P*-values ≤0.05 were considered as significant or highly significant when ≤0.01 (given as *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001. Fisher exact test was used to perform enrichment tests of ChIP-seq peaks. Base sets were defined from all the ChIP-seq data or based on TSS annotations.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: The histone variant macroH2A1.1 regulates RNA polymerase II-paused genes within defined chromatin interaction landscapes
**Source:** J Cell Sci. 2022 Apr 11;135(7):jcs259456. doi: 10.1242/jcs.259456
**Supplement:** Supplementary information

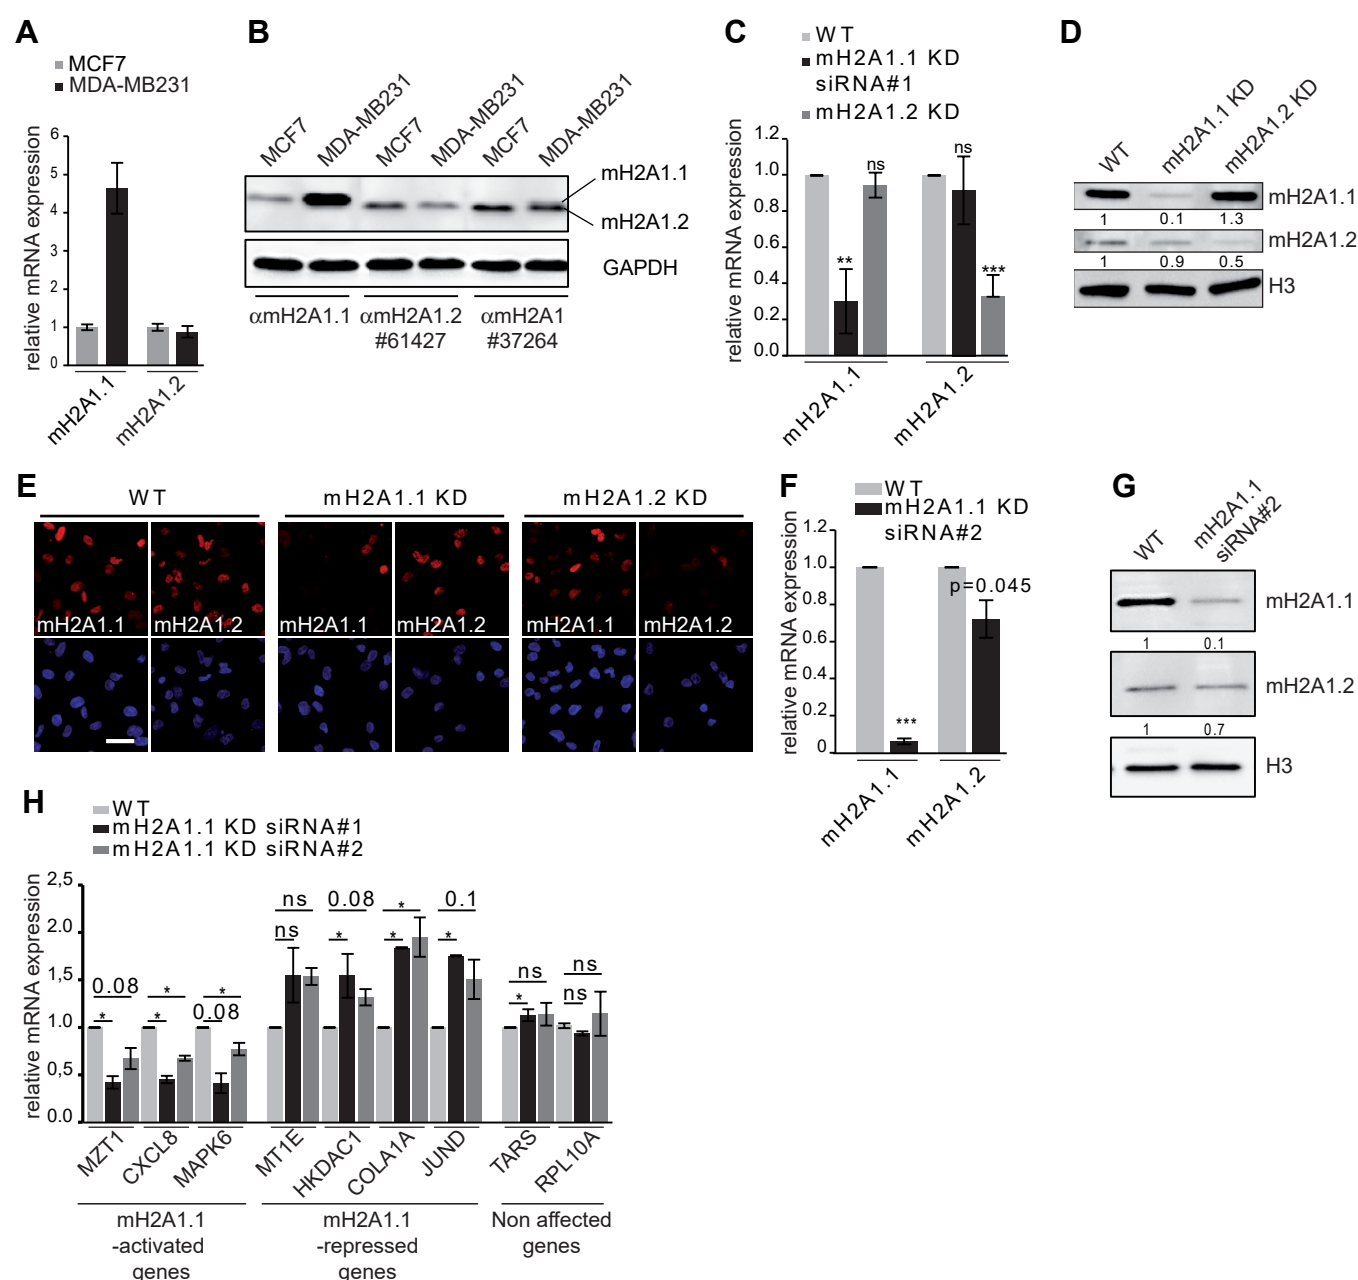

**Fig. S1. RNAi knock down of specific mH2A1 isoforms in MDA-MB231 cells.** (A) RTqPCR on MDA-MB231 and MCF7 cells showing expression levels of mH2A1 isoforms. Error bars represent s.d from independent biological experiments. (B) Western blot on whole cell extracts of MDA-MB231 and MCF7 cells showing protein levels of mH2A1 isoforms. GAPDH is used as a loading control. (C) RTqPCR quantifying KD of mH2A1 isoforms. (D) Western blot showing specific depletion of mH2A1 isoforms protein. H3 is used as a loading control. (E) Immunofluorescences showing specific partial depletion of mH2A1 isoforms. DNA is labelled with Hoechst. Scale bar = 20  $\mu$ m. (F) As in (C) but with a second siRNA against mH2A1.1 (siRNA #2). (G) As in (D) but with a second siRNA against mH2A1.1 (siRNA #2). H3 is used as a loading control. (H) RTqPCR analysis of a subset of RNAseq-defined mH2A1.1 regulated-genes. Genes are divided in three groups, as indicated. Analysis were done three days post-transfection of specific siRNAs. RTqPCR, mRNA expressions are normalized by RPLP0 mRNA. Error bars represent s.d from independent biological experiments ( $n \geq 2$ ). Student-tests were used to compare conditions. \*: p-value < 0.05, \*\*\*: p-value < 0.001, ns, not significant. (D, G) Band quantifications are shown, normalized to protein loading control.

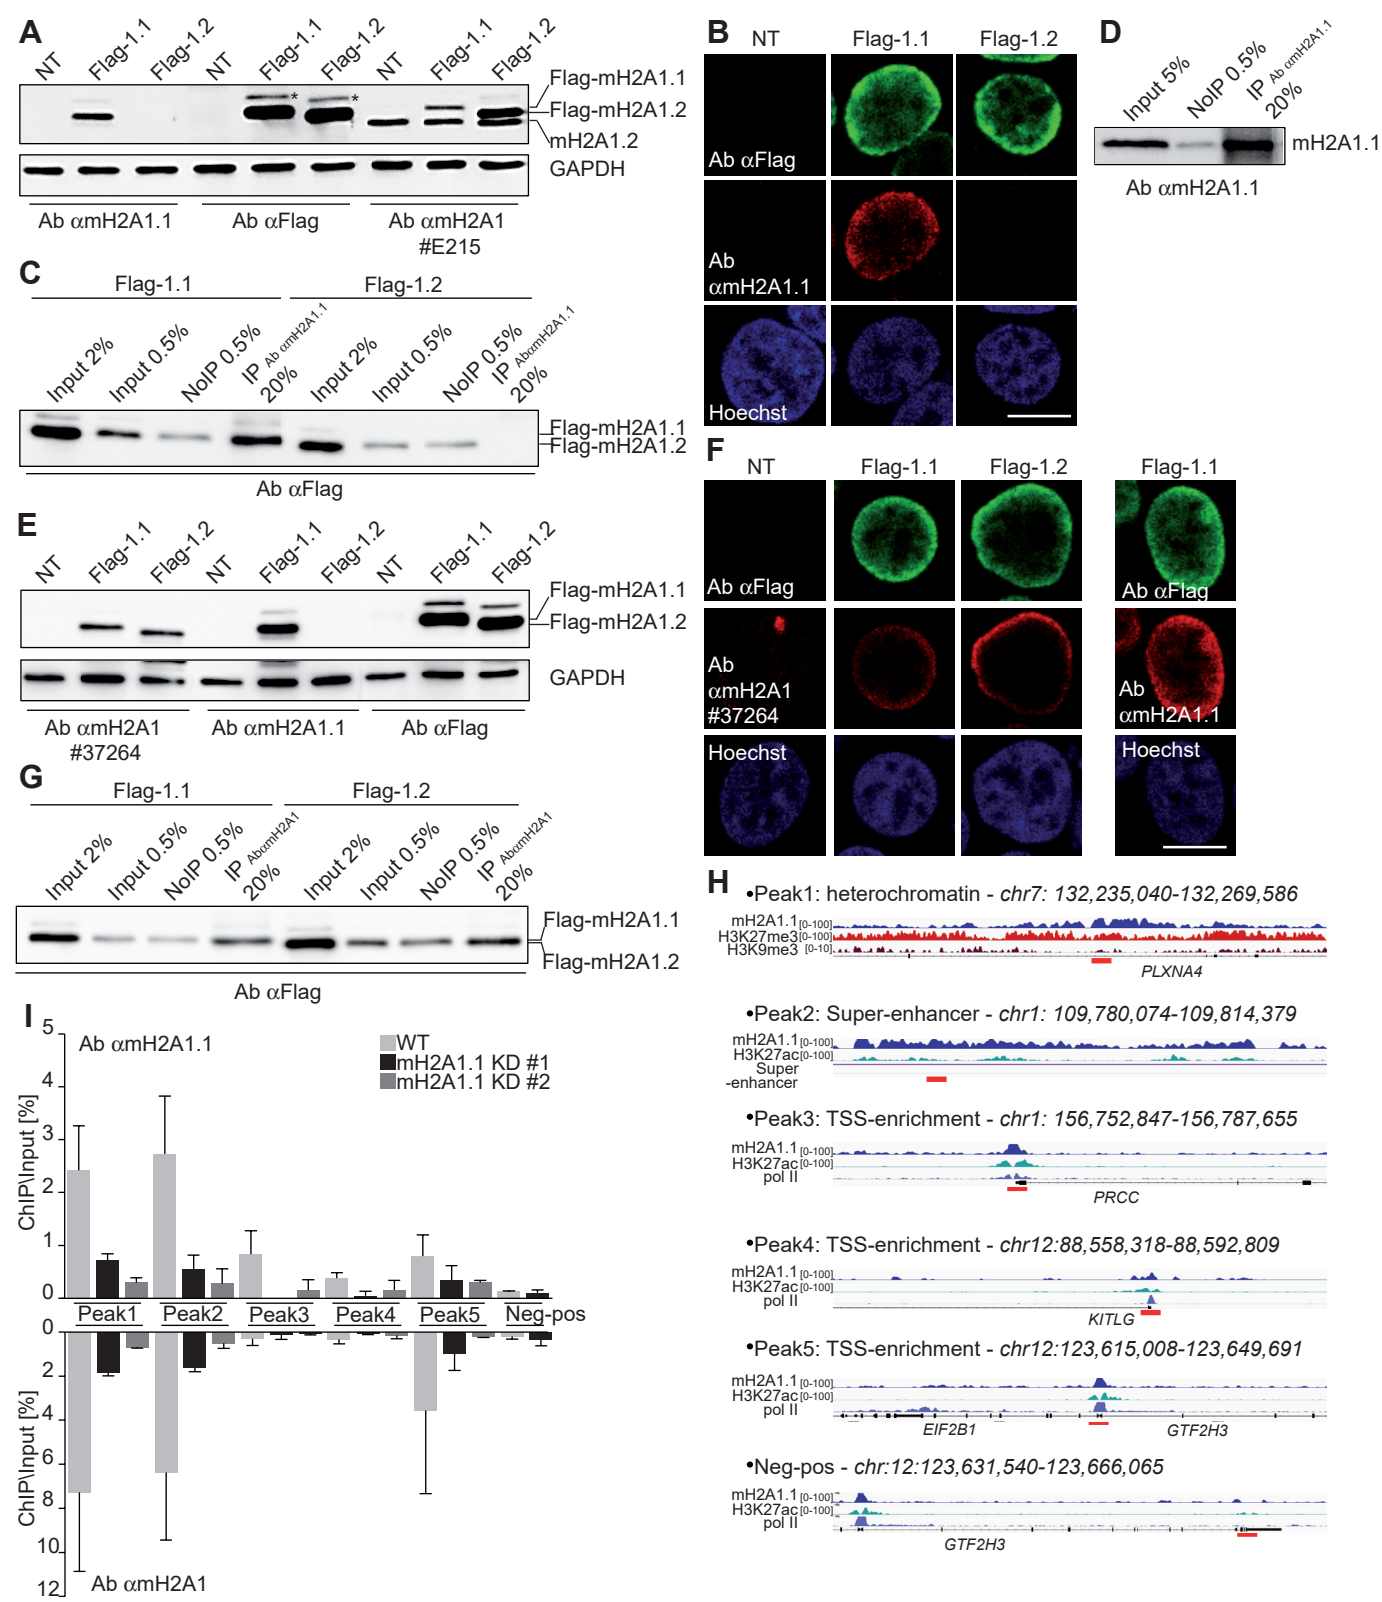

**Fig. S2. The antibody Ab  $\alpha$ mH2A1.1 recognizes specifically the mH2A1.1 isoform.** (A) Western blot showing specific recognition of mH2A1.1 isoforms by Ab  $\alpha$ mH2A1.1 antibody. HEK-293T cells were transfected with plasmids coding for Flag-mH2A1.1 (Flag-1.1) or Flag-mH2A1.2 (Flag-1.2) fusion overexpressed-proteins. Western blot was then done with Ab  $\alpha$ mH2A1.1, Ab  $\alpha$ Flag and Ab  $\alpha$ E215 (that preferentially recognizes mH2A1.2) antibodies on whole cell extracts. GAPDH is used as a loading control. (B) Immunofluorescence in HEK-293T cells showing specific recognition of mH2A1.1 isoform by Ab  $\alpha$ mH2A1.1. DNA is labelled with Hoechst. Scale bar = 10  $\mu$ m. (C) Western blot on ChIP extracts from HEK-293T cells overexpressing Flag-1.1 or Flag-1.2 showing that Ab  $\alpha$ mH2A1.1 immunoprecipitates only mH2A1.1 isoform. Different extracts were loaded: Input fraction (Input), Non immunoprecipitated fraction (NoIP) and immunoprecipitated fraction (IP). Percentages represent fraction loaded on western blot compared to quantity used for ChIP. (D) Western blot showing that Ab  $\alpha$ mH2A1.1 is also working in ChIP in MDA-MB231 cells on the endogenous protein. (E) As in (A), but for Ab  $\alpha$ mH2A1 (#37264) antibody showing that this antibody recognizes both isoforms but it less affine for Flag-1.1 than Ab  $\alpha$ mH2A1.1. (F) As in (B), but for Ab  $\alpha$ mH2A1 (#37264) antibody showing that this antibody recognizes both isoforms but it less affine for Flag-1.1 than Ab  $\alpha$ mH2A1.1. (G) As in (C) but for Ab  $\alpha$ mH2A1 (#37264) antibody showing that this antibody recognizes both isoforms but it less affine for Flag-1.1 than Ab  $\alpha$ mH2A1.1. (H) mH2A1.1 binding at indicated genomic regions. Localisation of primers used for ChIPqPCR are shown in red. Neg.pos refers to a sequence to which mH2A1.1 is not bound. (I) Occupancy of mH2A1 isoforms at the regions presented in (H) (Top: Ab  $\alpha$ mH2A1.1; Bottom: Ab  $\alpha$ mH2A1) analysed by ChIP-qPCR in control cells (WT) and cells partially deficient for mH2A1.1 using two different siRNA (mH2A1.1 KD #1 and mH2A1.1 KD #2). Error bars represent s.d from independent biological experiments (n>=2).

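The windows of Fig. S2H were compared with the peak lists in GRCh38, each placed by the primers of the panel that match the reference exactly, which was 1 primer for each of Peak1 to Peak5 and both primers for Neg.pos. Peak1 (chromosome 7, primer at 132257390) lies in a common mH2A1.1 peak from 132189001 to 132264000 within PLXNA4. Peak2 (chromosome 1, primer at 109791654) lies in one from 109758001 to 109833000. Peak3 (chromosome 1, primer at 156767136) lies in the common peak from 156657001 to 156768000, which starts upstream of PRCC, and the nearest mH2A1 peak is 17136 bp from the primer. Peak4 (chromosome 12, primer at 88580607) lies in an mH2A1.1 peak of 3000 bp from 88578001 to 88581000 at the TSS of KITLG. Peak5 (chromosome 12, primer at 123634357) lies in an mH2A1.1 peak of 3000 bp from 123633001 to 123636000 at the TSSs of GTF2H3 and EIF2B1. Neither of the last 2 peaks overlaps an mH2A1 peak, so both are outside the common peaks. The Neg.pos amplicon, from 123659827 to 123659929 on chromosome 12, lies in no peak of either list, and the nearest mH2A1.1 peak is 23827 bp away.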

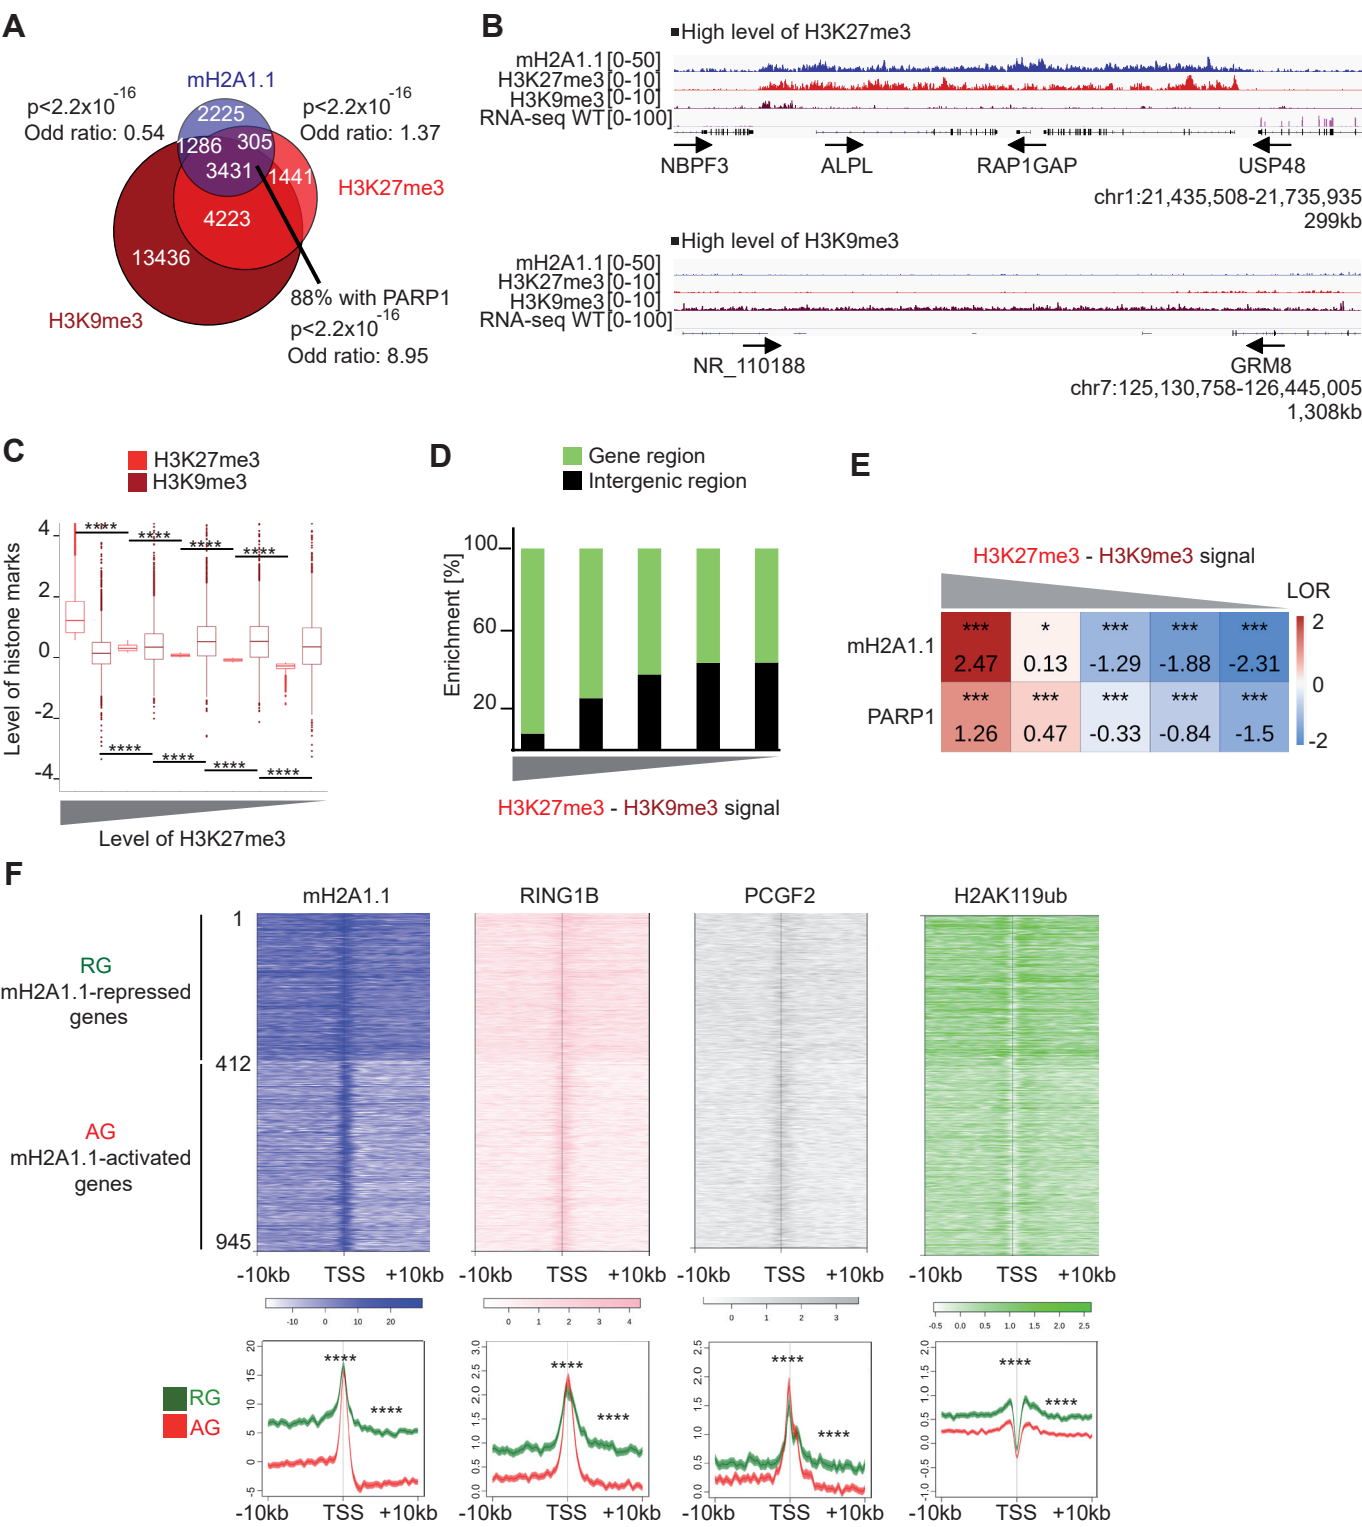

**Fig. S3. mH2A1.1 binds facultative heterochromatin domains and actively transcribed target genes.**

(A) Overlap of heterochromatin histone marks (H3K27me3 and H3K9me3) with mH2A1.1 peaks. Enrichment of mH2A1.1 with PARP1 peaks was done on heterochromatin domains. Genome-wide enrichments of mH2A1.1 peaks with heterochromatin histone marks are measured with fisher exact tests p-values (p) and the Odd ratios are shown. (B) Genome browser view illustrating occupancy of mH2A1.1 with heterochromatin histone marks (H3K27me3 and H3K9me3). Top: region with high level of H3K27me3. Bottom: region with high level of H3K9me3. Unstranded RNA-seq signal is also shown. The black arrows show the direction of transcription. (C) Boxplots showing H3K27me3 and H3K9me3 enrichment levels on H3K27me3-H3K9me3 common peaks. Common peaks were divided into 5 equal size categories according to the level of H3K27me3, as indicated. Wilcoxon tests were used to compare conditions. \*\*\*\*: p-value < 2.2x10<sup>-16</sup>. (D) Histogram showing proportions of heterochromatin (H3K27me3-H3K9me3 common peaks) on genomic regions (green) or intergenomic regions (black). Heterochromatin peaks were divided into 5 equal size categories according to difference between H3K27me3 and H3K9me3 signal, as mentioned. (E) Fisher test heatmap showing enrichment of indicated ChIP-seq peaks (overlapping with common heterochromatin peaks) with heterochromatin peaks divided in 5 equal size categories as a function of differences between H3K27me3 and H3K9me3 signals. Stars indicate the significance of the fisher exact tests; color map and values present in each square highlight the log2 odd ratio (LOR) of the fisher exact test. (F) Top panel: Heatmap profiles showing relative enrichment of indicated proteins and histone modifications around the TSS (+/- 10 kb) of mH2A1.1-regulated genes (see Fig. 1A). On the top, mH2A1.1-repressed genes (1 to 412, n=412), on the bottom, mH2A1.1-activated genes (412 to 945, n=533). Color intensity reflects level of ChIP-seq enrichment. Heatmaps are oriented. Bottom panel: Metagene profiles of average (+/- standard error) of indicated ChIP-seq data around the TSS (+/- 10 kb) of mH2A1.1-regulated genes. Average profiles around the TSS of mH2A1.1-repressed genes are shown in green whereas average profiles around the TSS of mH2A1.1-activated genes are shown in red. Results of statistical difference analysis between these two groups are shown, either on the TSS (+/- 50 bp) or on the gene body (+50 bp – TES). Wilcoxon tests were used to compare conditions. \*\*\*\*: p-value < 2.2x10<sup>-16</sup>.

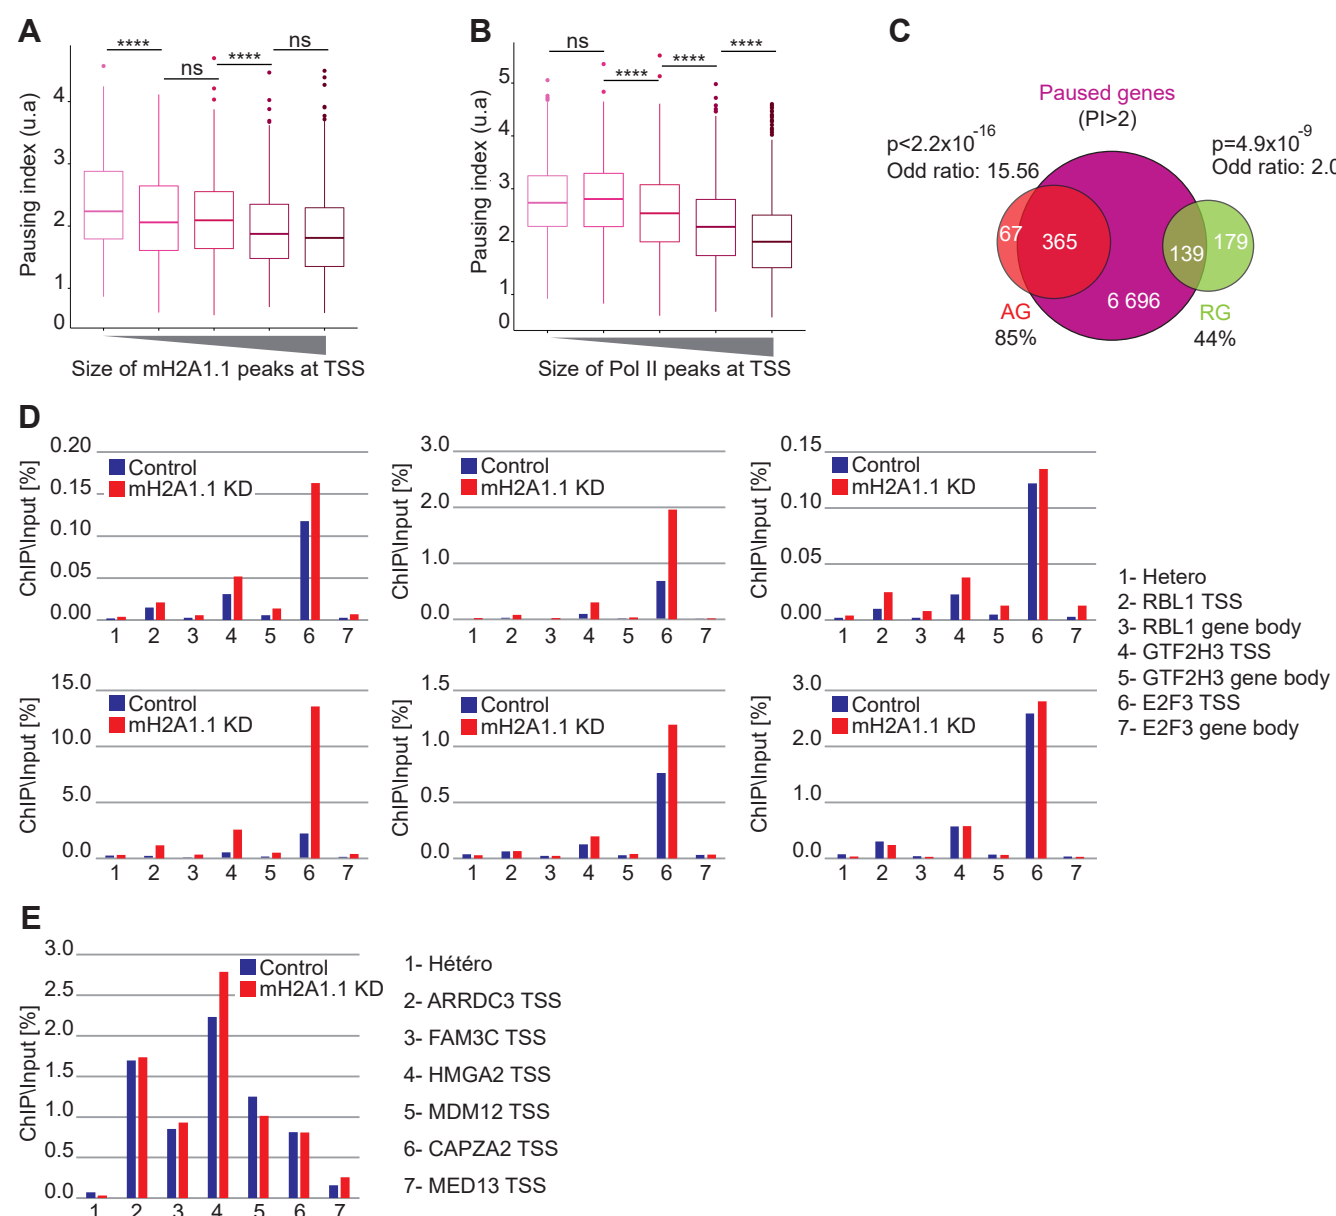

**Fig. S4. mH2A1.1 favours Pol II pausing release.** (A) Boxplot comparing the pausing index of 5 categories of mH2A1.1-bound genes divided according to the width of mH2A1.1 peaks. Wilcoxon tests were used to compare conditions. \*\*\*\*:  $p$ -value  $< 2.2 \times 10^{-16}$ , ns: not significant. (B) Same as in (A) but for Pol II-bound genes. (C) Overlap of mH2A1.1-regulated genes with paused genes. Enrichment of mH2A1.1-target genes with paused genes are measured using fisher exact tests.  $p$ -values ( $p$ ) and the Odd ratios are shown. Of note, only mH2A1.1-target genes characterized by a PI were used to generate this Venn diagram. (D) Biological replicates of ChIPqPCR of Pol II in control and mH2A1.1 KD conditions. The first biological replicate is shown Fig 4E. (E) ChIPqPCR of Pol II in control and mH2A1.1 KD conditions on mH2A1.1-activated genes that lose interactions with adjacent genomic regions (see Fig. S6C). The first biological replicate in shown Fig. 6H.

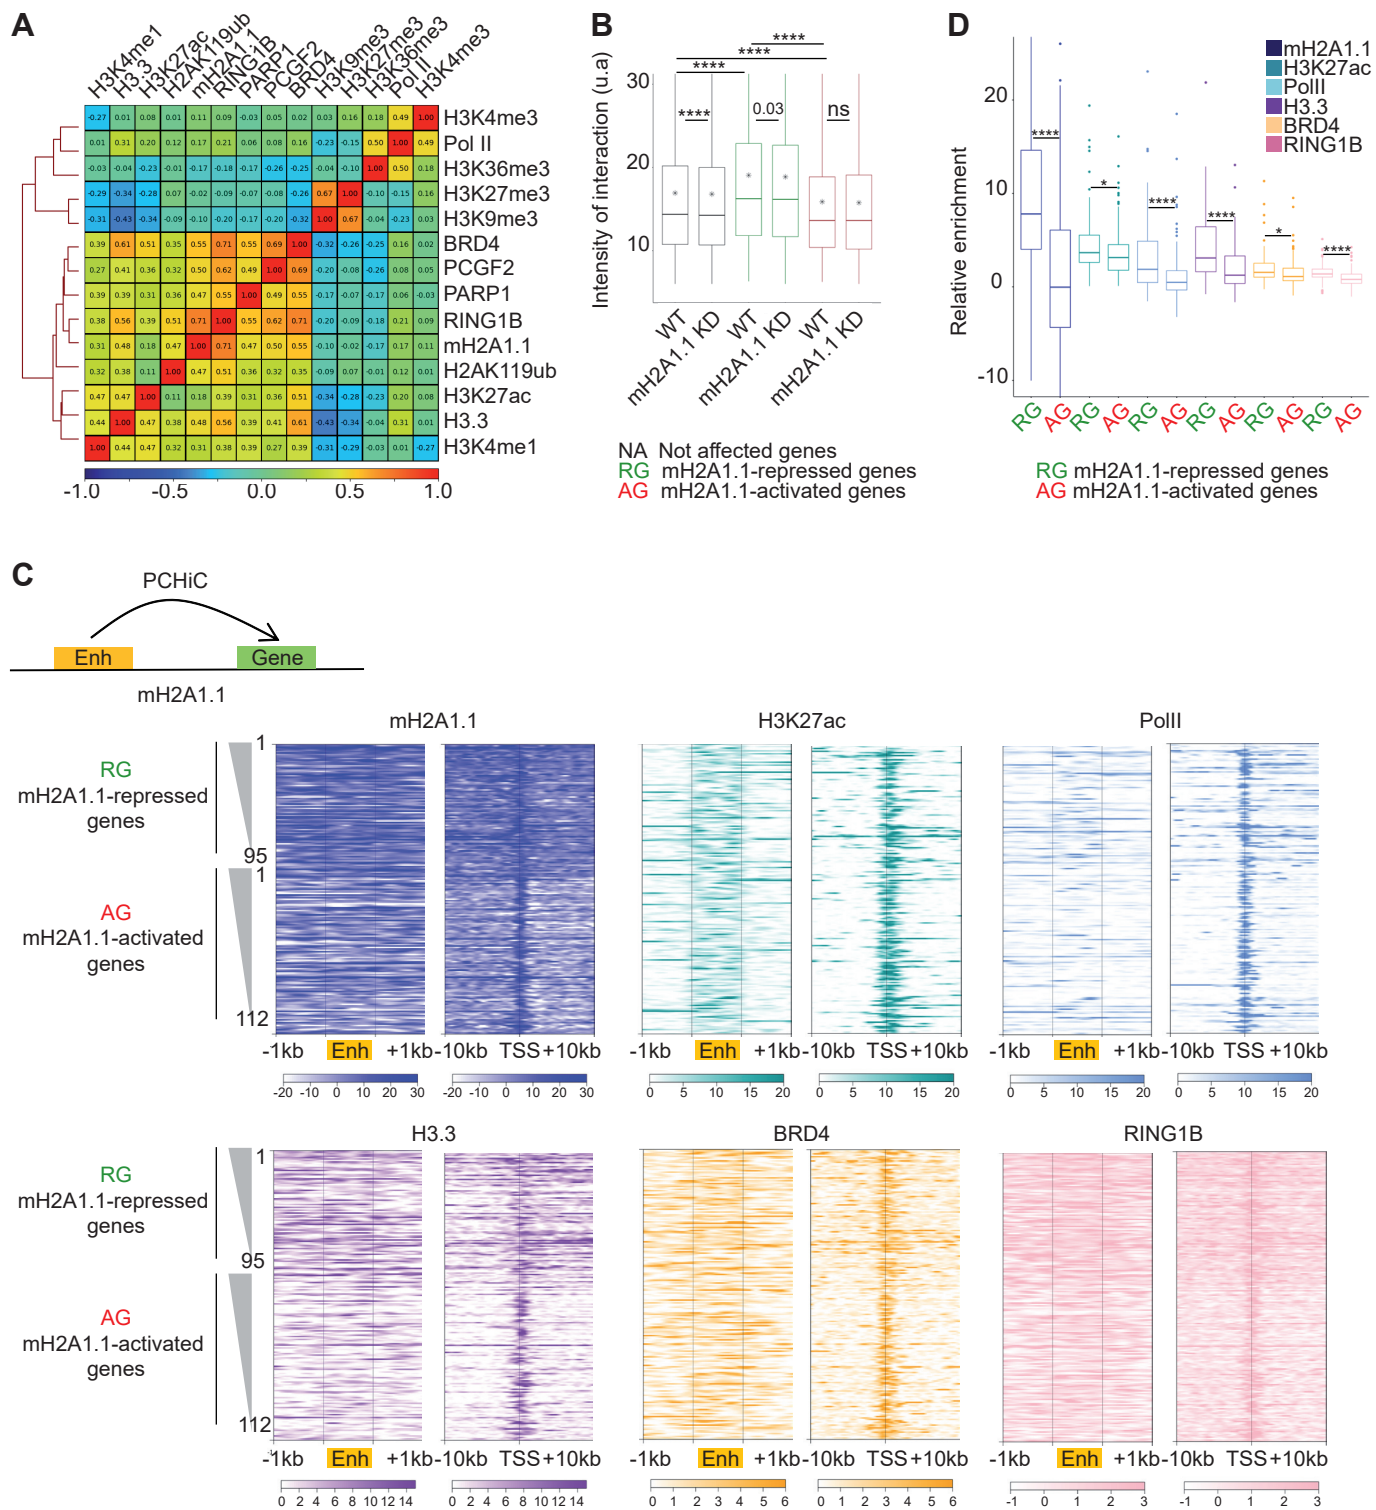

**Fig. S5. The mH2A1.1 isoform binds enhancers of mH2A1.1-repressed genes.** (A) “Putative” enhancers centered spearman correlation heatmap of ChIP-seq data. Correlations shown as in Fig 1D. Enhancers are based on H3K27ac signal outside promoter regions using the ROSE package (Blinka et al., 2017). (B) Boxplot showing the intensity of PCHiC interactions between genes, mH2A1.1-repressed genes (n=181) and mH2A1.1-activated genes (n=282) in control and mH2A1.1 KD conditions with their respective enhancers. Enhancers of mH2A1.1-regulated genes were determined using PCHiC data and enhancer annotations (Materials and Methods). Paired wilcoxon tests were used to compare control and mH2A1.1 KD conditions whereas unpaired wilcoxon tests were used to compare gene categories. ns: not significant, \*\*\*\*: p-value < 2.2x10<sup>-16</sup>. (C) Heatmap profiles showing ChIP-seq data relative enrichment around the TSS (+/- 10 kb) of mH2A1.1-regulated genes (right) and their associated enhancers (+/- 1 kb) (left). Enhancers of mH2A1.1-regulated genes were determined using PCHiC data and enhancer annotations (Materials and Methods). More than one enhancer can interact with mH2A1.1-regulated genes, but for sake of simplicity, only one enhancer per gene was randomly conserved to generate the presented heatmaps. Top: mH2A1.1-repressed genes (1 to 95). Bottom: mH2A1.1-activated genes (1 to 112). Genes are ranked according to their expression level differences between control and mH2A1.1 KD conditions. Some mH2A1.1-target genes are not present in the shown heatmaps because they did not have any PCHiC significant interactions with an enhancer or are not present in the PCHiC database. Colour intensity reflects level of ChIP-seq enrichment. TSS-centered heatmap profiles are oriented. (D) Boxplots comparing the relative enrichment of ChIP-seq data between the enhancers of mH2A1.1-repressed genes and the enhancers of mH2A1.1-activated genes. Wilcoxon tests were used to compare conditions. ns: not significant, \*\*\*\*: p-value < 2.2x10<sup>-16</sup>.

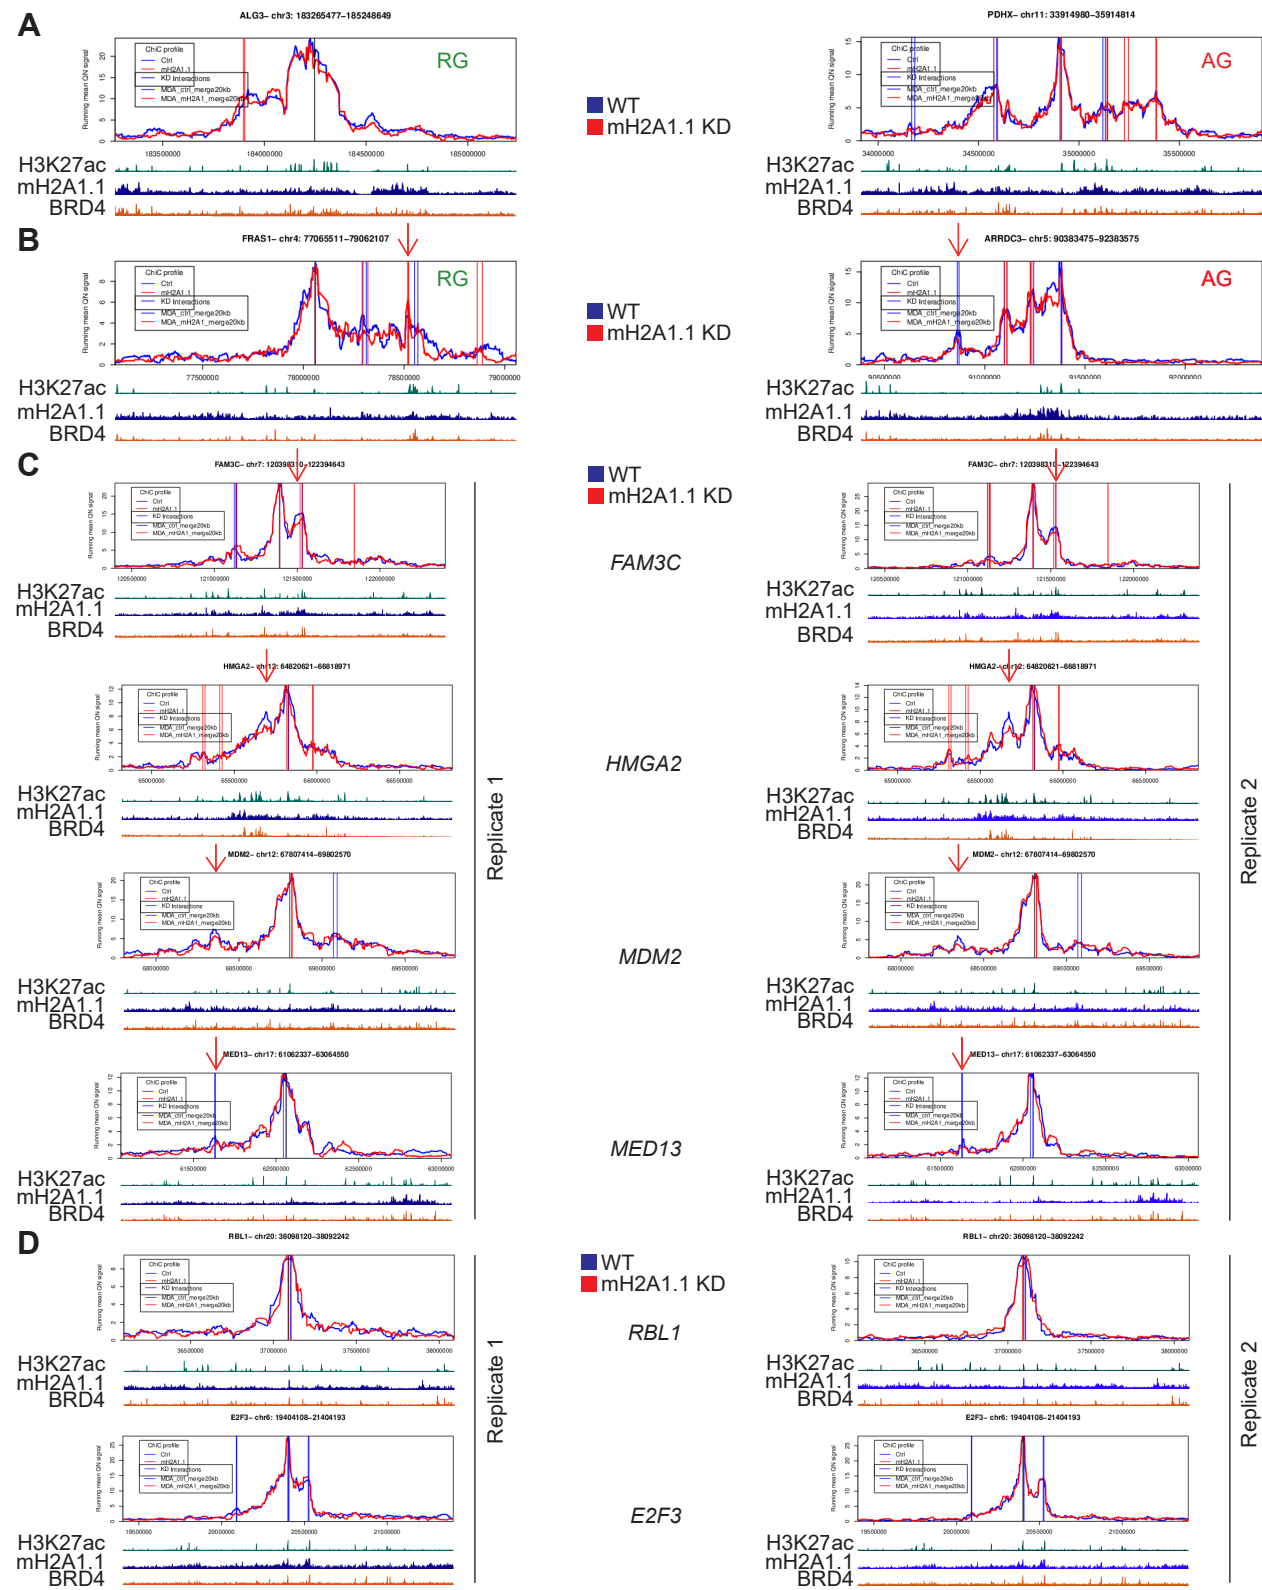

**Fig. S6. Examples of local genomic interactions of mH2A1.1-target genes.** (A) Snapshots of PCHiC data set (replicates n°2) on one mH2A1.1-repressed gene (left) and one mH2A1.1-activated gene (right) in control and mH2A1.1 KD conditions, as indicated. Same legend as in Fig 6C. (B) Same as in (A) but for one mH2A1.1-repressed gene on the left and a mH2A1.1-activated gene on the right. Replicates n° 2 are shown. (C) Snapshots of PCHiC data set of 4 mH2A1.1-activated genes as indicated, in control and mH2A1.1 KD conditions. Replicates n°1 and 2 are shown, on the left and on the right, respectively. (D) as in (C) but for two mH2A1.1-activated genes used in Fig 4E. The gene GTF2H3 was not sequenced in our PCHiC data.

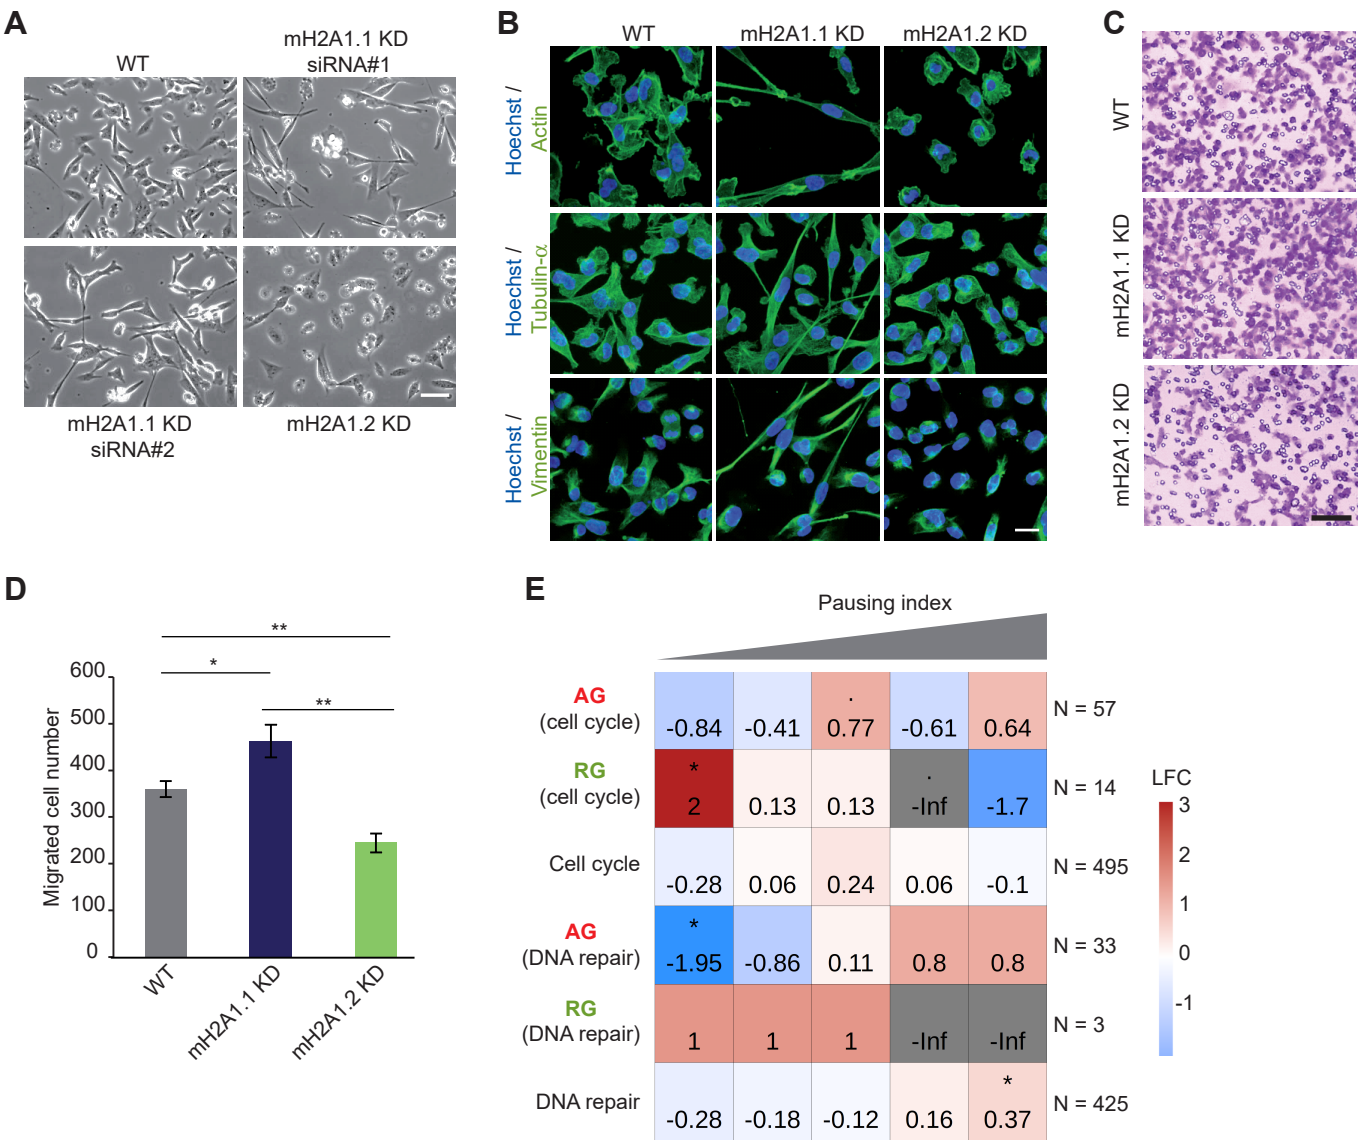

**Fig. S7. mH2A1.1 and mH2A1.2 have opposite roles on cell migration in MDA-MB231 cells.** (A) Representative DIC microscopy images of WT, mH2A1.1 KD (two different siRNA) and mH2A1.2 KD MDA-MB231 cells. Scale bar = 100  $\mu$ m. (B) Immunofluorescence of Actin (up), Tubulin- $\alpha$  (middle) and Vimentin (down) in WT, mH2A1.1 KD and mH2A1.2 KD MDA-MB231 cells. Nuclei are stained with Hoechst. Scale bar = 20  $\mu$ m. (C) Boyden chamber assay representative images of WT, mH2A1.1 KD and mH2A1.2 KD MDA-MB231 cells. Only migrated cells are labelled in purple. Scale bar = 200  $\mu$ m. (D) Quantification of Boyden chamber assay presented in (C). Error bar represents s.d from n=3 independent experiments. Wilcoxon tests were used to compare conditions. \*: p-value (p) < 0.05, \*\*: p < 0.01. (E) Fisher test heatmap showing enrichment of indicated genes (implicated either in cell cycle or in DNA repair). Genes are divided into 5 equal size categories as a function of their pausing index. Stars indicate the significance of the fisher exact tests; color map and values present in each square highlight the log2 odd ratio (LOR) of the fisher exact test. N indicates the number of genes used for the analysis.

**Table S1.** mH2A1.1 activated genes

[Click here to download Table S1](#)

**Table S2 .** mH2A1.1 repressed genes

[Click here to download Table S2](#)

**Table S3.** mH2A1.1 activated paused genes

[Click here to download Table S3](#)

Table S4. List of antibodies

| Antibody                                       | Company                  | catalog #             | Dilution for western blot | Dilution for immunofluorescence | Amount/ChIP | note               | Reference              |
|------------------------------------------------|--------------------------|-----------------------|---------------------------|---------------------------------|-------------|--------------------|------------------------|
| H3                                             | Abcam                    | Ab1791                | 1:2000                    | -                               | -           | -                  |                        |
| GAPDH                                          | Millipore                | MAB374                | 1:500                     | -                               | -           | -                  |                        |
| mH2A1.2                                        | Cell signaling           | 4827                  | 1:1000                    | 1:200                           | -           | -                  |                        |
| mH2A1                                          | Abcam                    | Ab37264 (Ab amH2A1)   | 1:1000                    | 1:300                           | 10 µg       | -                  |                        |
| mH2A1                                          | Millipore                | ABE215                | 1:1000                    | -                               | -           | ChIPseq & ChIPqPCR |                        |
| mH2A1.1                                        | Home-made                | (Ab amH2A1.1)         | 1:1000                    | 1:200                           | 10 µg       | ChIPseq & ChIPqPCR |                        |
| Pol II                                         | Santa Cruz Biotechnology | Pol II (F12) sc-55492 | -                         | -                               | 1 µg        | ChIPqPCR           |                        |
| Flag                                           | Sigma                    | F7425                 | 1:500 (5-10 µg)           | 1:200                           | -           | -                  |                        |
| Vimentin                                       | Sigma                    | V6389                 | -                         | 1:200                           | -           | -                  |                        |
| Tubulin-α                                      | Sigma                    | T6199                 | -                         | 1:200                           | -           | -                  |                        |
| H3K4me1                                        | Abcam                    | Ab8895                | -                         | -                               | -           | ChIPseq            | (Bejjani et al., 2021) |
| H3K4me3                                        | Abcam                    | Ab8580                | -                         | -                               | -           | ChIPseq            | (Bejjani et al., 2021) |
| H3K27ac                                        | Abcam                    | Ab4729                | -                         | -                               | -           | ChIPseq            | (Bejjani et al., 2021) |
| RNA Pol II                                     | Santa Cruz Biotechnology | sc-55492X             | -                         | -                               | -           | ChIPseq            | (Bejjani et al., 2021) |
| H3K36me3                                       | Active motif             | 61101                 | -                         | -                               | -           | ChIPseq            | (Bejjani et al., 2021) |
| H3K27me3                                       | Millipore                | 07-449                | -                         | -                               | -           | ChIPseq            | (Franco et al., 2018)  |
| H3K9me3                                        | Abcam                    | ab8898                | -                         | -                               | -           | ChIPseq            | (Franco et al., 2018)  |
| BRD4                                           | Bethyl                   | A301-985A100          | -                         | -                               | -           | ChIPseq            | (Chan et al., 2018)    |
| RING1B                                         | Active Motif             | #39663                | -                         | -                               | -           | ChIPseq            | (Chan et al., 2018)    |
| PCGF2                                          | Santa Cruz Biotechnology | sc-10744X             | -                         | -                               | -           | ChIPseq            | (Chan et al., 2018)    |
| H2AK119ub                                      | Cell signaling           | #8240                 | -                         | -                               | -           | ChIPseq            | (Chan et al., 2018)    |
| Anti-mouse-Peroxidase                          | Sigma                    | A2304                 | 1:10.000                  | -                               | -           | -                  |                        |
| Anti-Rabbit-Peroxidase                         | Sigma                    | A0545                 | 1:10.000                  | -                               | -           | -                  |                        |
| Anti-Rabbit-Peroxidase                         | Jackson ImmunoResearch   | 211-032-171           | 1:10.000                  | -                               | -           | -                  |                        |
| Alexa Fluor 488 Anti-mouse                     | Invitrogen               | A11029                | 1:1000                    | -                               | -           | -                  |                        |
| Alexa Fluor 647 Anti-Rabbit                    | Invitrogen               | A21245                | 1:1000                    | -                               | -           | -                  |                        |
| Anti-Actin (CytoPainter Phalloidin-iFluor 488) | Abcam                    | ab176753              | -                         | 1:1000                          | -           | -                  |                        |

Table S5. List of NGS data

| Summary of ChIPseq, RNAseq data and PCHiC data | Antibody used            |                                  | GEO accession number   | Sequencing method | # total reads (Million) | # STAR uniquely mapped reads | % STAR uniquely mapped reads | Note                       |
|------------------------------------------------|--------------------------|----------------------------------|------------------------|-------------------|-------------------------|------------------------------|------------------------------|----------------------------|
|                                                | Company                  | catalog #                        |                        |                   |                         |                              |                              |                            |
| H3K4me1                                        | Abcam                    | Ab#8895                          | GSM4407526, GSM4407527 |                   |                         |                              |                              | (Bejjani et al.,2021)      |
| H3K27ac                                        | Abcam                    | Ab#4729                          | GSM4407530, GSM4407531 |                   |                         |                              |                              | (Bejjani et al.,2021)      |
| H3K4me3                                        | Abcam                    | Ab#8580                          | GSM4407528, GSM4407529 |                   |                         |                              |                              | (Bejjani et al.,2021)      |
| H3K36me3                                       | Active motif             | #61101                           |                        |                   |                         |                              |                              |                            |
| RNA Polymerase II                              | Santa Cruz Biotechnology | #sc-55492X                       | GSM4407533, GSM4407534 |                   |                         |                              |                              | (Bejjani et al.,2021)      |
| mH2A1.1                                        | Home-made                | Ab <sub>gmH2A1.1</sub>           | GSM4151570             | HiSeq3000         | 69.8                    | 61.8                         | 88                           |                            |
| mH2A1                                          | Abcam                    | Ab#37264 (Ab <sub>gmH2A1</sub> ) | GSM4151571             | HiSeq3000         | 53.4                    | 47.2                         | 88                           |                            |
| PARP 1                                         | Active motif             | 39559                            | GSM1517306             |                   |                         |                              |                              | (Nalabothula et al., 2015) |
| H3.3                                           | Millipore                | 17-10245                         | GSM3398219             |                   |                         |                              |                              | (Ben Zouari et al., 2019)  |
| H3K9me3                                        | Abcam                    | ab#8898                          | GSM2258862, GSM2258863 |                   |                         |                              |                              | (Franco et al., 2018)      |
| H3K27me3                                       | Millipore                | #07-449                          | GSM2258850, GSM2258850 |                   |                         |                              |                              | (Franco et al., 2018)      |
| BRD4                                           | Bethyl                   | A301-985A100                     | GSM2862187             |                   |                         |                              |                              | (Chan et al., 2018)        |
| RING1B                                         | Active Motif             | #39663                           | GSM2862179             |                   |                         |                              |                              | (Chan et al., 2018)        |
| PCGF2                                          | Santa Cruz Biotechnology | sc-10744X                        | GSM2862185             |                   |                         |                              |                              | (Chan et al., 2018)        |
| H2AK119ub                                      | Cell signaling           | #8240                            | GSM2862181             |                   |                         |                              |                              | (Chan et al., 2018)        |
| RNAseq_WT_Rep1                                 | -                        | -                                | GSM4151573             | HiSeq3000         | 67.3                    | 19.9                         | 30                           | TotalRNAseq                |
| RNAseq_WT_Rep2                                 | -                        | -                                | GSM4151574             | HiSeq3000         | 54                      | 15.3                         | 28                           | TotalRNAseq                |
| RNAseq_mH2A1.1KD_Rep1                          | -                        | -                                | GSM4151575             | HiSeq3000         | 42.1                    | 10.7                         | 26                           | TotalRNAseq                |
| RNAseq_mH2A1.1KD_Rep2                          | -                        | -                                | GSM4151576             | HiSeq3000         | 26.5                    | 4.6                          | 17                           | TotalRNAseq                |
| PCHiC_WT_Rep1                                  |                          |                                  | GSM5714290             | HiSeq 4000        |                         |                              |                              |                            |
| PCHiC_WT_Rep2                                  |                          |                                  | GSM5714292             | HiSeq 4000        |                         |                              |                              |                            |
| PCHiC_mH2A1.1KD_Rep1                           |                          |                                  | GSM5714291             | HiSeq 4000        |                         |                              |                              |                            |
| PCHiC_mH2A1.1KD_Rep2                           |                          |                                  | GSM5714293             | HiSeq 4000        |                         |                              |                              |                            |

**Table S6.** Gene ontology of AG

[Click here to download Table S6](#)

**Table S7. Gene ontology of RG**

[Click here to download Table S7](#)

**Table S8. siRNA sequences and plasmids**

| Peptide, Plasmid and siRNA                  | targeting sequence (5'-3')                                  | Notes                   |
|---------------------------------------------|-------------------------------------------------------------|-------------------------|
| Peptide used to design Ab- $\alpha$ mH2A1.1 | <sup>197</sup> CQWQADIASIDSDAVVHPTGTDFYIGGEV <sub>225</sub> |                         |
| siRNA mH2A1.1#1_F                           | GUUGUACAGGCUGACAUUG                                         |                         |
| siRNA mH2A1.1#1_R                           | CAAUGUCAGCCUGUACAAC                                         |                         |
| siRNA mH2A1.1#2_F                           | CGACAAACACUGACUUCUA                                         | (Dardenne et al, 2011)  |
| siRNA mH2A1.1#2_R                           | UAGAAGUCAGUGUUUGUCG                                         |                         |
| siRNA mH2A1.2_F                             | GGCUUUGAGGUGGAGGCCAUAAUCA                                   | (Dell'Orso et al, 2016) |
| siRNA mH2A1.2_R                             | UGAUUAUGGCCUCCACCUCAAAGCC                                   |                         |

**Table S9. qPCR primers**

| qPCR Primers | sequence (5'-3')       |  | qPCR Primers       | sequence (5'-3')        |
|--------------|------------------------|--|--------------------|-------------------------|
| mH2A1.1_F    | GGCTTCACAGTCCTCTCCAC   |  | Peak4_R            | CACGGTAAATGCCCCAGAAG    |
| mH2A1.1_R    | GGTGAACGACAGCATCACTG   |  | Peak5_F            | AAATAATTCGGCCGGGTCG     |
| mH2A1.2_F    | GGCTTCACAGTCCTCTCCAC   |  | Peak5_R            | TCGAATTCCTGGGCTCAAGT    |
| mH2A1.2_R    | GGATTGATTATGGCCTCCAC   |  | Neg.pos_F          | TCAGTTAATCCTCCCACCCC    |
| RPLP0_F      | TGGCAGCATCTACAACCCTGAA |  | Neg.pos_R          | TGACAAACACACAGAACAGACA  |
| RPLP0_R      | CACTGGCAACATTGCGGACA   |  | Hetero_F           | GCAGCTGTTTGTGTTTGGTG    |
| MZT1_F       | GACAGGATTTAGCCACCAC    |  | Hetero_R           | AGGGAACAGATGAAGGGGTG    |
| MZT1_R       | TTAGCTGCCCAACAACTGT    |  | RBL1 TSS_F         | TGGGCGCCAAACATAATCTG    |
| CXCL8_F      | ACTTTCAGAGACAGCAGAGCA  |  | RBL1 TSS_R         | CACCAATCCTTCCCCCTCTGT   |
| CXCL8_R      | CTTCACACAGAGCTGCAGAA   |  | RBL1 gene body_F   | GACGCAGAAGAGGAAATTGGA   |
| MAPK6_F      | CTCTTCTCGCCCTCTCTC     |  | RBL1 gene body_R   | GCTGTTGAAGGTTATACTCCACA |
| MAPK6_R      | CAGTGTCGGCTCAGGTCTC    |  | GTF2H3 TSS_F       | AAATAATTCGGCCGGGTCG     |
| MT1E_F       | TGTGCCAAGTGTGCCAG      |  | GTF2H3 TSS_R       | TCGAATTCCTGGGCTCAAGT    |
| MT1E_R       | AATCCAGGTTGTGACAGTTG   |  | GTF2H3 gene body_F | TCAGTTAATCCTCCCACCCC    |
| HKDC1_F      | AGCATGTCTGTACCATCGTCT  |  | GTF2H3 gene body_R | TGACAAACACACAGAACAGACA  |
| HKDC1_R      | TGAGGGTGTATCTTGTAGAGGG |  | E2F3 TSS_F         | GGGAGGAGAGAAGGAGGAGA    |
| COLA1A_F     | TGGTTTCGACTTCAGCTTCC   |  | E2F3 TSS_R         | GTGCCCTTTTGTCCATGGAG    |
| COLA1A_R     | ATGTTCTCGATCTGCTGGCT   |  | E2F3 gene body_F   | ACGTCTCTTGCTGTGCTCAC    |
| JUND_F       | GACGAGCTCACAGTTCCTCT   |  | E2F3 gene body_R   | TCTTCTTAATGAGGTGGATGCC  |
| JUND_R       | TCAGGTTGCGGTAGACAGG    |  | ARRDC3 TSS_F       | GCCGGCGTTTCTAGATTCAG    |
| TARS_F       | TTGATCATCGGCCAAGGTCC   |  | ARRDC3 TSS_R       | TGCTGGGAAAGGTGAAGAGT    |
| TARS_R       | GGTGAGTCCTGTGAGTGCTC   |  | FAM3C TSS_F        | TGACCCACCCATCCTAGAGA    |
| RPL10A_F     | CTTAAGTCCACTCCCCGCC    |  | FAM3C TSS_R        | CTGTTCTTCTTGGGTGGTGC    |
| RPL10A_R     | GCCCTCGATGTCCATGTG     |  | HMGA2 TSS_F        | ACTTGAATCTTGGGGCAGGA    |
| Peak1_F      | GGTGGCTGTAACCTCTCTCGT  |  | HMGA2 TSS_R        | AGTCGAAAAGCAAAGGAGGA    |
| Peak1_R      | CCAGGCCCCAGATGATAGAG   |  | MDM2 TSS_F         | ACCAGCATCTTCGTTCTCCA    |
| Peak2_F      | AGGCTGGAAGTTATGGGTTCC  |  | MDM2 TSS_R         | CCGTGTCGCTGTTACCAAAA    |
| Peak2_R      | ACTTTACCCCTCTGTGCCT    |  | CAPZA2 TSS_F       | ATGGAGAGGGTCGTGATGTG    |
| Peak3_F      | AGCTTCCCAGACTCCCTTTC   |  | CAPZA2 TSS_R       | ATATGGGCTCAGTCTGCGAT    |
| Peak3_R      | CGTCGCCTAACAAATCCGAG   |  | MED13_F            | GCCACTAACATAGCGCCATC    |
| Peak4_F      | AGGTATTTCTGTGTCCCCG    |  | MED13_R            | CGGCCTCGCGAAATAAATGA    |

How the deposited data were processed for this re-analysis (not part of the article)

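RNA-seq of MDA-MB-231 cells, 2 WT and 2 mH2A1.1 KD libraries, and ChIP-seq of WT cells, 1 library each for mH2A1.1 and total mH2A1, were analysed from the processed files. The ChIP-seq input and the 4 PCHiC samples are not analysed here, nor are the public ChIP-seq data, RT-qPCR, ChIP-qPCR and migration assays of the study, and statements on pausing, enhancers and promoter contacts have no values here. Conditions and replicate numbers were taken from the sample labels and Table S5.

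The deposited RNA-seq values are counts of reads per gene, which the authors made by aligning with STAR to GRCh38, filtering on mapping quality, removing duplicates and counting with htseq-count at default parameters. Removing duplicates without molecular identifiers also removes distinct molecules of densely covered genes. The annotation behind the counts is not named in the paper's text, and no unassigned reads are listed. The counted reads were 49.2% and 51.4% of the uniquely mapped reads of Table S5 in WT and 52.2% and 50.2% in KD. The 106 of the 23167 identifiers without a match in GENCODE release 44 held between 0.120% and 0.176% of the counts of a library and stayed in the tests. The other deposited values, positions of peaks in base pairs, come from the authors' enrichment calls against the input with normR, made on single libraries and with parameters adjusted for each data set. Peak scores are 0 in the deposited lists, so a stricter score threshold could not be applied.

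Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors (1.02 and 1.02 for WT, 0.999 and 0.965 for KD), its filter on low counts and its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Calls needed an adjusted p under 0.1 and a fold change over 1.5, as in the study. DESeq2 1.42.0, the tool of the study, was the first alternative. The design fixed edgeR as the test before the data were examined, and because it called no gene in any planned setting, all results on AGs and RGs rest on the DESeq2 gene sets, which had been listed as an alternative. Standard errors of edgeR were taken from its F statistic. The test was tested on simulated data made from the real genes and library sizes, with 200 changed genes at log2 changes of 1 or 2. At a biological coefficient of variation of 0.05, edgeR recovered 98% of the changes of 1 and 100% of those of 2, and DESeq2 82% and 99%. At 0.15, the shares were 71% and 99% for edgeR and 62% and 96% for DESeq2. The coefficient of variation in the real libraries was 0.361, and 0.166 without the genes of chromosomes 21, 22 and X.

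FPKM followed the formula of the study, which divides by length in base pairs and not in kilobases, with the summed exon length of GENCODE release 44. A pseudocount of 1.2e-06, the smallest value above 0, was added before log2. The correction for gene length and GC content removed smooth trends of each library's log2 CPM, with a lowess span of 0.3, and passed them to the tests as offsets. Shares were compared with Fisher's exact test and given with 95% Clopper-Pearson intervals, and means with permutation tests of 100000 resamples, from scipy 1.17.1 in Python 3.11.15. Intervals cover counting error only. Matched pairs of genes differed by at most 0.25 SD in each property. Peaks were common when an mH2A1.1 and an mH2A1 peak shared at least 1 bp. They were also placed at random 20 times on the same chromosome and the same grid, away from assembly gaps. Seed matches of the siRNAs were sought as 7 bases in the 3′ UTRs of GENCODE release 44 and compared between AGs and other genes within strata of UTR length.

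The genes named in the text are those the paper names as measured by RNA-seq or shown with RNA-seq or mH2A1.1 ChIP-seq tracks. The rule also allowed the 5 higher and 5 lower genes with the smallest adjusted p among calls of edgeR, of which there were none. C19orf73, MIR3648-1 and HSPA13 are outside the rule and were chosen after their values were seen. Other gene filters, normalizations, tests, depths, expression measures, overlap rules, feature rules and gene sets were tried as alternatives, and each replicate was left out in turn.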

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

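The test in this part was chosen only after the result was seen.

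The study kept peaks common to both antibodies, and 18838 mH2A1.1 peaks (61.4%) without an mH2A1 overlap, as well as 12515 mH2A1 peaks (51.7%) without an mH2A1.1 overlap, were left out of its peak analysis. Its profiles and correlations used the signal and not the peaks, and Peak4 and Peak5 of its ChIP-qPCR lie in peaks of the first kind. Since the mH2A1 antibody recognizes total mH2A1, an mH2A1.1 peak would have been expected in its list if both had the same sensitivity. Most of the peaks in question are narrow, 79.8% of the mH2A1.1 peaks and 84.4% of the mH2A1 peaks being 3000 bp wide. Of the mH2A1.1 peaks without an overlap, 31.9% lay at promoters, against 18.5% to 19.4% when they were placed at random 20 times, which argues against chance calls of the peak caller as the whole cause. They matter for named genes, since the TSS peaks of RBL1, GTF2H3, E2F3, STK38L and KITLG are all of this kind. A difference in sensitivity between the antibodies, signal near the caller's threshold and a bias of ChIP toward open promoters stay open. On the first, the paper reports in Fig. S2E that the antibody against total mH2A1 has a lower affinity for tagged mH2A1.1 than the mH2A1.1 antibody. None of them was tested here, because scores and signal tracks were not used here. The design holds 1 condition and 1 library per antibody, so no biological explanation was tested.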

How the results depend on the processing

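Alternatives that leave out chromosomes 21, 22 and X, correct or block DESeq2, match on GC content, use unadjusted p-values, take only genes with an adjusted p as the background or divide by gene length from start to end were chosen after seeing the data. The others were set beforehand. A threshold on peak scores was not run, since the scores are 0.

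The number of AGs and RGs was 0 under edgeR with RLE factors, no filter on low counts, the length and GC correction, libraries thinned to 2309549 counts, no fold change threshold and an adjusted p under 0.05, with smallest adjusted p-values from 0.264 to 0.454. At an unadjusted p under 0.05, between 478 and 888 genes were lower and between 334 and 677 were higher in these fits. DESeq2 called 539 AGs and 411 RGs. It called 448 and 427 without chromosomes 21, 22 and X, of which 625 were shared with the 950, and 337 and 268 with the length and GC correction. Among the planned settings, DESeq2 alone gave calls. Without chromosomes 21, 22 and X, edgeR called 0 genes at a smallest adjusted p of 0.176, with 1027 lower and 1036 higher at an unadjusted p under 0.05.

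The replicate block called 0 genes in edgeR, alone (731 lower and 423 higher at an unadjusted p under 0.05) and with the length and GC correction. Without chromosomes 21, 22 and X it called 2208 genes, 1137 AGs and 1071 RGs, and 477 and 409 with the length and GC correction. DESeq2 with the replicate block called 589 and 448, of which 732 were shared with the 950. Deviations of same-numbered libraries from their group means correlated at 0.455 over 8669 genes, but with 2 pairs the libraries share only a number, and the paper names no batch.

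The shares of AGs (100%) and RGs (99.8%) in the medium or high class stayed past the threshold against all other genes in every gene set tried. Against genes with an adjusted p they were not past it, but 99.8% of those genes were in these classes, so that comparison could not show a difference. Silent genes called higher in KD were 0 in each setting, with 4 at an unadjusted p under 0.05 where no filter on low counts was used.

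WT expression of RGs over AGs changed its direction with the choices. The ratio of 0.976 rose to 1.34 with gene sets from DESeq2 without chromosomes 21, 22 and X, 1.13 with those of the block without them and 1.53 with gene length from start to end. It fell to 0.795 by CPM and 0.561 with the corrected gene sets. Leaving out each WT replicate gave 0.932 to 1.05. Division by a longer gene length lowers the FPKM of the longer AGs by construction, and the cause of the other changes was not tested.

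All mH2A1.1 peaks numbered 30687 and covered 9.40% of the genome, peaks overlapped by at least 50% covered 4.79% and the overlapping stretches 4.44%. Promoter shares were 48.4% with the 50% overlap, 42.4% for stretches, 39.9% for all mH2A1.1 peaks, 14.1% by midpoint and 38.2% for protein-coding genes, and distal intergenic shares were 23.0%, 23.7%, 21.6%, 33.8% and 39.4%. Narrower features reach fewer TSSs by construction. TSSs of the high against the silent class reversed to a log2 odds ratio of -0.27 with overlapping stretches, and the cause was not tested.

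The log2 odds ratio of AGs against RGs at the TSS was -0.52 with the corrected gene sets, 0.36 for genes matched on GC content and 0.00 when gene length and WT expression were matched too. The gene body difference was 1.97, -4.50 and -7.78 percentage points in these 3 settings, the matched ones with 57 and 34 pairs. In the other gene sets and peak sets, both stayed past the threshold, the first from -3.56 to -2.11 and the second from 12.2 to 38.6 percentage points.

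Of the 34 named genes with a fit, 204 values under the planned fits gave 173 without a change of call, 27 calls gained, all under DESeq2, and 4 reversals. PRCC reversed to 0.11 and PLXNA4 to 0.23 in thinned libraries. RPL10A reversed to -0.12 with the length and GC correction and -0.13 when the replicate block was added. None of these was called. Depth limits KD replicate 2 most, with 2309549 counts against 9794674 in WT replicate 1, and the missing chromosomes allow no statement on their genes beyond KD replicate 1.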

Differences from the paper's values

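The paper's values are 945 genes changed in mH2A1.1 KD cells, 533 AGs and 412 RGs, whereas edgeR's quasi-likelihood test called 0, 0 and 0. Among the alternatives set before the data were examined, DESeq2 gave 950, 539 and 411, within the paper's values. RLE factors, no filter on low counts, the replicate block, the length and GC correction, both together, thinned libraries, no fold change threshold and an adjusted p under 0.05 did not, with 0 genes each. At an unadjusted p under 0.05, edgeR's test gave 704 lower and 526 higher genes. Of the settings chosen after seeing the values, DESeq2 without chromosomes 21, 22 and X (448 and 427), DESeq2 with the replicate block (589 and 448) and the replicate block with length and GC correction without these chromosomes (477 and 409) also came within 1.5 times the paper's numbers.

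The paper states that RGs are on average more transcribed than AGs. The median WT FPKM of RGs was 0.976 times that of AGs with exon lengths. With gene length from start to end, a setting chosen after seeing the values, it was 1.53 times, and 66.9% of RGs and 53.8% of AGs were in the high class, against about 67% and about 54% in Fig. 1C, read by eye. With gene sets from DESeq2 without chromosomes 21, 22 and X and from the replicate block without them, also chosen after seeing the values, the ratios were 1.34 and 1.13.

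The paper describes mH2A1.1 as highly enriched at the TSS of both gene groups, and Fig. 3C shows no difference between them there. A common peak was found at the TSS of 9.83% of AGs and 48.7% of RGs, and of 24.9% of other genes with an adjusted p. With all mH2A1.1 peaks the shares were 32.1%, 67.2% and 46.3%. With the gene sets called after the correction for length and GC content, chosen after seeing the values, the TSSs did not differ past the threshold (log2 odds ratio -0.52, Fisher's exact test, p = 0.0599). Presence of a peak and height of a profile are different measures.

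The paper describes enrichment at the TSS as proportional to transcription. The share of TSSs with a common peak was 18.4%, 26.6%, 23.8% and 26.5% from the silent to the high class. With all mH2A1.1 peaks, an alternative set before the data were examined, it rose in each step, from 24.0% to 48.0%.

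Promoters hold the vast majority of peaks in the paper's description. With the starts of all annotated transcripts as TSSs, they held 52.5% of the common peaks, against about 42% in Fig. 1E, read by eye. No alternative exceeded 52.5%.

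The paper shows KCNN3 in Fig. 2D as a silent gene without mH2A1.1. Common mH2A1.1 peaks covered 40.6% of its gene body and its annotated TSS.

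The paper shows RBL1, GTF2H3 and E2F3 with mH2A1.1 at their promoters. They have a peak there in the list of all mH2A1.1 peaks and none among the common peaks.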

Other observations

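Tests of the GC content trend between libraries, of the DESeq2 calls lost and kept under the length and GC correction, of the seed of siRNA 1 after the correction and by number of sites, of peaks by GC content and of the missing chromosomes were chosen only after the results were seen. The tests of depth, of both siRNA seeds and of gene length were set before.

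Across 9075 genes with a mean count of at least 50, the change from WT to mH2A1.1 KD cells rose with the GC content of exons, at a Spearman's rho of 0.747, and genes are not independent replicates. The ratio of the KD libraries to each other followed GC content at 0.785, and that of the WT libraries to each other at 0.478, where no knockdown differs. KD replicate 1 over WT followed it at 0.512, so the higher value for both KD libraries comes largely from KD replicate 2. The order of AGs and RGs was seen within WT too, since 82.4% of AGs and 26.1% of RGs were lower in WT replicate 2 than in WT replicate 1, against 50.5% of genes not called. KD over WT hardly followed read density (rho 0.0456). This argues against duplicate removal in libraries of unequal depth as the main cause across these genes. The ratio of WT replicate 2 to WT replicate 1 did rise with read density, at 0.142. A rank correlation across all genes says little about the most densely covered ones, so duplicate removal stays open for those. The correction for gene length and GC content removed 64.4% of the DESeq2 calls, and 338 stayed in the same direction, which argues against this bias as the whole cause. A GC content trend that does not need the knockdown may thus account for a large part of the calls. A true change of GC-rich and GC-poor genes in KD cells stays open, since a correction would remove it as well.

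The same trend bears on the chromatin of AGs and RGs. Genes with GC-rich exons carry more common mH2A1.1 peaks, from 0.544% of the gene body in the 1626 uncalled genes of lowest GC content to 43.4% in the 1625 of highest GC content. When genes were ranked by the ratio of WT replicate 2 to WT replicate 1 alone, the 411 highest exceeded the 539 lowest by 22.7 percentage points in covered gene body. Gene length is argued against as the cause, since the difference of AGs and RGs was 26.4 percentage points after matching on length and expression. With the corrected gene sets it was 1.97 and with matched GC content -4.50 percentage points. A hypothesis is that the gene body difference may follow from the GC content of the genes called. The 57 GC-matched pairs are few, and an effect of mH2A1.1 on GC-rich genes stays open.

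Activated genes carried the seed match of siRNA 1, TGACATT, in 56.4% of their 3′ UTRs, against 19.0% of other genes and 7.84% of RGs. The log2 odds ratio, with strata of UTR length, was 2.10, above all 853 other 7-mers of like frequency and GC content, of which the highest reached 1.43. Among all 13109 7-mers it ranked 2, behind TTTTAAA at 2.16, an AT-rich sequence of the kind the GC content trend would also bring forward. That of siRNA 2, GACTTCT, was -0.29, below the median of 1600 like 7-mers. For the AGs called after the correction for length and GC content, the seed match of siRNA 1 gave a log2 odds ratio of 2.20. It had rank 1 of 13186 7-mers, and the next, GACATTA at 1.91, overlaps it. In the corrected sets, 49.0% of AGs and 17.9% of RGs carried it, against 19.8% of other genes. The contrast of RGs with other genes was thus smaller there. After trends with gene length and GC content were removed from each library, genes with 1, 2 and 3 or more sites had medians in KD replicate 1 that differed by -0.07, -0.14 and -0.22 on the log2 scale from those of genes without a site, and in KD replicate 2 by -0.08, -0.12 and -0.10. Between the WT libraries these differences stayed between 0.00 and 0.01 in size. Off-target silencing through the seed of siRNA 1 is a candidate explanation for part of the genes lower in KD. WT cells received no siRNA, and 13 of the 17 genes the paper names as activated carry a match, against 1 of the 9 it names as repressed. Loss of mH2A1.1 as the cause stays open, since not every AG carries such a match in its 3′ UTR. For an AG with a match, the match alone does not show which cause acted. The paper reports altered expression of a subset of genes by RT-qPCR with 2 different siRNAs against mH2A1.1 (Fig. S1F-H), and a gene that changes with siRNA 2 as well would not need the seed of siRNA 1. These measurements are not analysed here.

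No DESeq2 call lay on chromosomes 21, 22 and X, where 68.3 would be expected at the rate of the other chromosomes. In KD replicate 1, 7.44% of 645 genes there and 8.14% of 9329 genes elsewhere differed from WT by over 1.5-fold (Fisher's exact test, two-sided, p = 0.601), so the genes were no less changed where they could be seen. This is consistent with counts of KD replicate 2 that end within chromosome 21, such as a file that stops early in a sorted alignment, and no biological explanation was tested. The missing counts also widen the spread in edgeR. Without these chromosomes, the fit with no replicate block still called 0 genes at a smallest adjusted p of 0.176 (1027 lower and 1036 higher at an unadjusted p under 0.05), which argues against the missing counts as the whole cause of the absent calls in that fit alone. In the fits with the replicate block, genes were called once these chromosomes were left out, so there the missing counts stay a candidate cause.

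RPLP0, the reference gene of the RT-qPCR in Fig. S1H, had a log2 fold change of 1.03 in KD cells (standard error 0.445, adjusted p = 0.359 from edgeR's quasi-likelihood test and 0.129 from DESeq2). Its CPM were 883 and 1016 in WT and 1205 and 2688 in KD, and without KD replicate 2 the log2 fold change was 0.34. It was 0.86 with the length and GC correction (standard error 0.385) and 1.05 with thinned libraries (standard error 0.446), at adjusted p-values of 0.338 and 0.376 from edgeR's quasi-likelihood test. The change of this gene was past the threshold in none of these fits, so a GC content or length bias, a difference in depth and a change in KD cells all stay open. Reads shared with processed pseudogenes of RPLP0 were not tested.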
